# Non-polyadenylated transcription in embryonic stem cells reveals novel non-coding RNA related to pluripotency and differentiation

**DOI:** 10.1093/nar/gkt316

**Published:** 2013-04-27

**Authors:** Ilana Livyatan, Arigela Harikumar, Malka Nissim-Rafinia, Radharani Duttagupta, Thomas R. Gingeras, Eran Meshorer

## Abstract

The transcriptional landscape in embryonic stem cells (ESCs) and during ESC differentiation has received considerable attention, albeit mostly confined to the polyadenylated fraction of RNA, whereas the non-polyadenylated (NPA) fraction remained largely unexplored. Notwithstanding, the NPA RNA super-family has every potential to participate in the regulation of pluripotency and stem cell fate. We conducted a comprehensive analysis of NPA RNA in ESCs using a combination of whole-genome tiling arrays and deep sequencing technologies. In addition to identifying previously characterized and new non-coding RNA members, we describe a group of novel conserved RNAs (snacRNAs: small NPA conserved), some of which are differentially expressed between ESC and neuronal progenitor cells, providing the first evidence of a novel group of potentially functional NPA RNA involved in the regulation of pluripotency and stem cell fate. We further show that minor spliceosomal small nuclear RNAs, which are NPA, are almost completely absent in ESCs and are upregulated in differentiation. Finally, we show differential processing of the minor intron of the polycomb group gene *Eed*. Our data suggest that NPA RNA, both known and novel, play important roles in ESCs.

## INTRODUCTION

Mature messenger RNA (mRNA) transcripts include a non-templated poly adenosine (polyA) tail at their 3′-ends conferring stability and supporting nuclear export and translation of the RNA transcript to protein (1). As mRNA is the intermediate proxy to protein synthesis and cellular function, in most unbiased genome-wide studies, total RNA is extracted, and polyA is selected via oligo(dT) to enrich for the mRNA subpopulation. This methodology is particularly prevalent in research using state-of-the-art high-throughput sequencing. Hence, the resulting ‘transcriptional landscapes’ of such studies (2–11) are only partial descriptions of genome-wide expression, which may also be comprised of many non-polyadenylated (NPA) RNA transcripts. Comprehensive transcriptome characterization is particularly crucial in a developmental context where cells with the same genetic content undergo drastic widespread changes in gene expression, which regulate and drive the process of differentiation. Embryonic stem cells (ESCs), derived from the blastocyst-stage embryo, were shown to have a permissive transcriptional program throughout their genome with evidence of transcription from larger portions of the genome when compared with differentiated cells (12,13), which potentially underlies their pluripotent nature. But, like the aforementioned studies, this characterization, which was recently challenged (14), relies mainly on studies of the polyadenylated (PA) RNA fraction (6,12), while the NPA RNA remained largely unexplored.

Unlike the PA fraction, the NPA fraction has diverse RNA characteristics. One group is actually protein-coding, despite the lack of a polyA tail: the replication dependent, or canonical histone genes, which encode for histone proteins, are intensively transcribed in S-phase of the cell cycle and are not subject to standard RNA processing mechanisms such as polyadenylation and RNA splicing. Instead, they are stabilized by a stem-loop binding protein, which binds to a conserved stem-loop element at their 3′-ends (15). As histone proteins are the fundamental building blocks of basic and higher-order chromatin structure, their gene expression levels and regulation is particularly interesting in ESCs where chromatin is characterized as open and dynamic (16,17).

Conversely, there are many non-coding RNAs (ncRNA), which do not undergo translation, but function as RNA transcripts. Long ribosomal RNA (rRNA) and transfer RNA (tRNA) act as core functional elements in the process of mRNA translation. Short ncRNAs include small nuclear RNAs (snRNAs) that participate in the RNA-splicing process as part of the core spliceosomal machinery; small nucleolar RNAs (snoRNA) and small Cajal Body RNAs that have roles in the post-transcriptional processing of rRNA and snRNAs; piwi-interacting RNAs (piRNAs) that are associated with transcriptional silencing of retrotransposons; and micro RNAs (miRNAs) that regulate transcriptional levels and translation of target mRNAs. An additional handful of other singleton NPA ncRNA examples carry out critical cellular functions such as Telomerase, which lengthens telomeres in rapidly dividing cells such as ESCs and in many transformed malignant cell types. Some of these ncRNA families may be initially transcribed with a PolyA tail, but undergo regulated RNA processing leading to their functional, NPA form (18,19). Some are also transcribed by polymerases other than RNA polymerase II (20–22), which may indicate different methods of regulation and stabilization and may also require different methods of detection.

Still, in comparison with the standard protein-coding genes, few ncRNA genes have fully characterized function; yet, it has been hypothesized that ncRNA may partially explain differences in complexity among organisms (23) and could possibly carry out key roles in differentiation and development processes.

In our study, we divided total RNA from murine ESCs and neuronal progenitor cells (NPCs) derived from ESCs by *in vitro* differentiation (12) into an enriched PA (PolyA+) fraction and an NPA fraction. We analyzed both fractions separately on both whole-genome tiling microarrays, enabling us to separate signal from experimental noise, and the NPA fraction further with high-throughput sequencing technologies, taking advantage of the complementarities of the two methods (24). We find that the NPA RNA fraction is enriched with non-coding transcription. Matching our results with existing RNA databases (i.e. fRNAdb), we were able to correct or improve the annotation of several known ncRNA transcripts. Importantly, we identify novel highly conserved ncRNA genes (‘snacRNAs’, small NPA conserved RNAs), some of which are significantly differentially expressed between ESCs and NPCs, indicating a potential role in stem cell maintenance, pluripotency and/or cell differentiation. We show a potential regulatory link between the NPA ncRNA of the minor spliceosome and the expression levels of pluripotency and developmental genes and show that at least one of the ncRNAs is essential. Additionally, we recognize a unique epigenetic signature for replication-dependent histone genes, which we confirm with our analysis as the only eukaryotic, NPA, protein-coding genes.

## MATERIALS AND METHODS

### Cells

Mouse R1 male ESCs were grown and differentiated into 7-day ESC-derived NPCs (12,16): ESCs were grown on a feeder layer of Mitomycin C treated MEFs on 0.2% gelatin-coated cell culture dishes. Culture medium consisted of Dulbecco’s modified Eagle’s medium, 15% ES-grade fetal calf serum (Biological Industries), 1 mM sodium pyruvate (Biological Industries), 0.1 mM non-essential amino acids (Biological Industries), 0.1 mM β-mercaptoethanol (Sigma), 100 U/ml penicillin and 0.1 mg/ml streptomycin and 1000 U/ml leukemia inhibitory factor. ESCs were maintained at 37°C, 5% CO2 and fed with fresh media every day. For differentiation, ESCs were plated on bacterial culture dishes without leukemia inhibitory factor for 4 days to allow for embryoid body formation. Embryoid bodies were replated on tissue culture plates coated with poly-L-ornithine (Sigma) and fibronectin (R&D systems), in Dulbecco’s modified Eagle’s medium/F12 medium (Sigma) supplemented with Insulin/Transferrin/Selenium (ITS) (5 mg/ml insulin, 50 mg/ml transferrin, 30 nM selenium chloride, Gibco) and 5 mg/ml fibronectin. Media was changed on day 6 and NPCs gathered on day 7. The R1 ESC differentiation system has previously been extensively characterized (16,25).

### RNA extraction and fractionation

We extracted total RNA from undifferentiated ESCs and 7 day NPCs. Total RNA was divided into poly(A+) and poly(A−) enriched fractions using three rounds of a modified version of Oligotex extraction (Qiagen). Briefly, after the hybridization of the total RNA to oligo(dT) beads, supernatants were saved rather than discarded and then subjected to isopropanol-ethanol extraction to obtain the Poly(A−) fraction. Enrichment of PA transcripts in the poly(A)+ RNA and of NPA transcripts in the poly(A)− RNA was assessed using primers specific for *Gapdh* and *Oct4* for the PA fraction and of histone H4 and *Snord32* for the NPA fraction. We ensured that the NPA transcripts cannot be amplified when reverse transcribed with oligo-d(T) primers, only when random primers were used.

### Microarray hybridization

Samples were prepared and labeled as described (26). Briefly, double-stranded cDNA was prepared from poly(A−) or poly(A+) RNA, and 2 mg of double-stranded cDNA was labeled and hybridized to the GeneChip Mouse Tiling Array 1.0R array set (Affymetrix) as described (12). Graph files depicting normalized fluorescence levels per tiled probe were generated via the Affymetrix pipeline (12). Graph files were translated from mouse genome assembly 33 (mm5) to assembly 37 (mm9) using UCSC liftover.

### Microarray analysis

Tiling array probes were subjected to two main criteria: normalized fluorescent levels in NPA samples (i) above noise threshold and (ii) greater than the normalized fluorescent levels in the reciprocal PA samples. Only probes that fulfilled these criteria in each biological replicate separately were called ‘positive’ and used in transfrag analysis. Transfrags (continuous fragments of transcribed units) were assembled from these ‘positive’ probes as described in Kampa *et al.* (8). Briefly, transfrags are assembled from positive probes by meeting two additional criteria: (i) a maximum gap between positive probes (maxgap) and (ii) a minimum length of adjacent positive probes (minrun). We tested a number of maxgap and minrun values and finally selected minrun = 50 and maxgap = 40, which acheived a detection rate of 95% for histone genes (positive control). Transfrags that contained less than three positive probes (∼90 bp in genomic space) were discounted from further analysis. Transfrags were translated to the mm9 genome version using UCSC liftover. Those that intersected with regions from the mm9 Repeat Masker table were filtered out.

### Genic region analysis

Refseq mm9 genes were parsed into exonic and intronic regions. Transfrags were considered exonic if completely or partially intersecting exonic regions, intronic if entirely intersecting intronic regions and otherwise intergenic. For normalization purposes, the total exonic and intronic proportions of the genome were calculated based on the sums of all non-redundant Refseq exons’ or introns’ sizes divided by total genome size, which was inferred from the chromosome lengths in the UCSC ChromInfo table. Significance of enrichment was calculated using Fisher’s exact test. A 5′ or 3′ bias of transfrag overlap within genic regions was measured by dividing exons into three categories: 5′ exons are exons located upstream of the median gene length, 3′ exons located downstream of the median gene length or exons of genes that harbor only one exon.

### Gene expression profile analysis

An expression profile of ‘on’ or ‘off’ was determined for each Refseq gene as described in Bertone *et al.* (27). Briefly, exonic probes consistently above median probe intensity in all biological replicates were assigned a value of 1, otherwise their value was zero. For each gene, the non-parametric sign test was applied with *P* = 1/2 and *n* = total number of exonic probes in the gene region. Genes with *P*-values < 0.05 were considered ‘on’, as this represents a higher than expected number of probes above median probe intensity. Otherwise, genes were assigned an ‘off’ profile. The mean fluorescence intensity level of all exonic probes within a gene was used as a measure of gene expression level.

### RNA library preparation

Library was constructed from 2 µg RNA starting material using the SOLiD™ Whole Transcriptome Analysis Kit (PN 4425680). Briefly, rRNA was removed using one round Life technologies’ RiboMinus Eukaryote kit (A1083708). RNA was fragmented by RNaseIII (10 min, 37°C). Adaptors were hybridized and ligated directly to the fragmented RNA, and reverse transcription was performed on the ligation product. Size selection was done on 4% agarose gels: 150–250 bp fragments were excised and purified using Qiagen MinElute Gel extraction Kit (28604). Library was then amplified by 15 cycles of polymerase chain reaction (PCR). In all, 1400 pmole of each library was amplified on magnetic beads (ePCR) and sequenced on 1/8 sequencing slide, on SOLiD 3 machine.

### RNA-seq analysis

Reads of 50 nt were aligned to the mm9 genome using Bowtie (28). Seed sequence length was set at 45 nt, which had median phred quality score consistently above 15 (base-calling accuracy >97%). A maximum of two mismatches in the seed were allowed. Uniqueness of alignment was not enforced, and reads that mapped to more than one genomic location were dealt with via the ‘best’ option, which chooses the best mapping based on lowest number of mismatches and highest read quality scores. To be comparative with the tiling array platform, we filtered out reads that mapped to the mitochondrial chromosome, to an index of murine ribosomal sequences, or intersected with Repeat Masker regions including both rRNA and tRNA gene regions. For viewing purposes, wiggle plots were generated from the Bowtie generated .sam alignment files and uploaded to the Affymetrix Integrated Genome Browser (IGB) Viewer or translated into .bed file format and uploaded as a UCSC track (see ‘Data Access’ section). In-house MATLAB functions were used to calculate and plot the strand-specific reads per kilo base per million (RPKM) of genomic regions based on the following equation: 10^9^ × number of reads in region/(length of region × total number of reads in the sample). Of 30 million reads, >9 million reads were mapped for each ESCs and NPCs sample. Boxplot quality scores for the first 1 million reads for both ESCs and NPCs are shown (Supplementary Figure S13).

### Northern blot

Ten micrograms of total RNA in loading buffer was denatured at 65°C for 15 min and loaded onto 15% PAGE containing 7 M urea. The small RNAs were then transferred to a Nylon membrane and immobilized under UV. The membrane was pre-hybridized for 2 h at 65°C in prehybridization buffer (7% SDS, 6 × saline-sodium citrate (SSC)). Hybridization was carried out overnight at 42° by using [α-32P] labeled DNA probe. The membrane was then washed three times in 3× SSC/0.1% SDS at room temperature and exposed to a PhosphorImager screen. U6 was used as loading control. Oligonucleotide sequences used in this study were as follows: m-snora61: 5′-AGTCTGGCCTGCTGCTCTAC-3′, U6: 5′-GCCATGCTAATCTTCTCTGTATC-3′.

### Reverse transcriptase-PCR

RNA was extracted with RNeasy (Qiagen). RNase-free DNase (Qiagen) was applied to the column to remove traces of genomic DNA according to protocol. Reverse transcription (RT) was performed on 1 µg of total RNA with High capacity cDNA reverse transcription kit (Applied Biosystems) with random hexamer primers or with oligo-dT_15_ primer (Promega). PCR reactions were carried out in 20 µl volumes using 2× DreamTaq Green PCR Master Mix (Fermentas) and 1 µl of 1:10 diluted cDNA template. Parallel samples without RT enzyme were prepared to detect DNA contamination. PCR conditions were 94°C for 5 min, followed by 30 cycles of 94°C for 30 s, 60°C for 20 s, 72°C for 30 s. Primer sequences for validations can be found in Supplementary Table S1.

### Quantitative PCR

Quantitative (qRT-PCR) reactions were performed with ABI PRISM 7900HT Sequence Detection System in 15 µl volume containing 7.5 µl Power SYBR Green PCR Master Mix (Applied Biosystems). PCR conditions were 50°C for 2 min, 95°C for 10 min, followed by 40 cycles of 95°C for 15 s, 60°C for 1 min. Melting curve analysis was used to confirm the homogeneity of each PCR product. Standard curves including 5 serial dilutions were carried out for each primer pair. Each experimental sample was tested in duplicate for three biological replicates of ESCs and ESC-derived NPCs.

### Knockdown experiments

Antisense oligo (ASO) specific to *Snora61* was designed according to its secondary structure obtained with Kinefold (29) based on the full length, ∼120 nt, which includes the original mouse annotation and the newer NPA transfrag portion, which is homologous to the human *Snora61* sequence. Oligos were targeted at ssRNA regions of the newly detected 5′ portion overlapped by the NPA transfrag. 2′-*O*-Methyl modified RNA/DNA chimera oligos were used in this study. The sequences of the ASOs are as follows (stars represent the phosphorothioate bond between nucleotides):

GFP ASO: 5- mU*mC*mA* mC*mC*T* T*C*A* C*C*C* T*C*T* mC*mC*mA* mC*mU -3
Snora61-ASO: 5- mC*mC*mA* mA*mG*A* C*C*A* G*C*G* T*C*A* mA*mG*mA* mU*mC -3

R1 cells were seeded in mouse ES cell media 1 day before transfection in a 6-well plate. Cells were transfected with 100 nM ASO by using Lipofectamine-2000 according to manufacturer’s protocol. After 4–6 h post-transfection, media was replaced with fresh ES cell media and cell growth conditions were maintained for up to 48 h.

### U12 intron analysis

Expression levels of mRNA and pre-mRNA of 5 U12 intron-containing genes were measured in ESCs and NPCs using qPCR. The geometric mean of Ct values of three genes, *Gapdh*, *18S* and Lamin B was used to normalize sample Ct values. Splicing efficiency values were calculated as the ratio of (normalized) spliced mRNA to unspliced pre-mRNA. Primers for *Drap1*, *Gars* and *Psmc4* were designed based on Pessa *et al.* (30). *Phb2* and *Eed* primers were designed independently. Briefly, two primer pairs were used for mRNA measurements: one set spanning the U12 intron and the second set spanning a nearby U2 intron for each gene. When compatible with qPCR efficiency, one primer included exon junction sequence, otherwise primers were entirely localized within spanning exons. Similarly, two primer pairs were used for pre-mRNA measurements for the same U12 and U2 introns. Where permitting, one primer included the exon–intron boundary sequence and the other was exonic. Otherwise, one primer was exonic and its pair was intronic. Primer sequences can be found in Supplementary Table S2. Semi-quantitative RT-PCR was performed as described in ‘Reverse transcriptase-PCR’ section except that 31 cycles and 28 cycles were used to amplify U12 and U11 transcripts, respectively. Products were run on a 1.6% agarose gel with 50-bp ladder to ensure specificity of product.

### fRNAdb analysis

NPA transfrag sequences from ESCs and NPCs were BLAST-ed against all the sequences in the fRNAdb (31) with the ‘Expect’ parameter set at 0.01 and the penalties for opening and extending gaps at 5 and 2, respectively. An NPA transfrag was considered to successfully align to an fRNAdb sequence if it fulfilled the BLAST criteria and shared at least a 95% identity with it. Additionally sequences were queried via the Infernal tool (32) on the Rfam (33) website, and the results can be viewed in Supplementary Table S3.

### Gene ontology

DAVID (34) was used to establish gene ontology annotations and clustering for given sets of genes. Only Benjamini–Hochberg corrected *P*-values of <0.05 were considered significant.

### Conservation analysis

PhastCons (35) scores from 30-way alignment of placental mammals stored in the phastCons30way table in UCSC were used to calculate mean conservation levels of genomic regions. To assess significance of conservation for intergenic NPA transfrags, a random set of the same number intergenic loci with the same lengths as the NPA transfrags were generated, and the distributions of the conservation scores were compared between the NPA transfrags and the random set. *P*-values were obtained by applying the Kolmogorov–Smirnov test. This process was repeated 50 times to ensure robustness of outcome.

### Epigenetics analysis

Aligned sequencing reads from chromatin immunoprecipitation experiments performed on various histone modifications in ESCs and NPCs (36) were used in this analysis. SeqMiner 1.2 (37) was used to K-means cluster and view the distribution of these aligned reads in the 10 000-nt vicinity of center-aligned genomic regions belonging to intergenic snacRNAs and histone genes. Value for number of clusters for K-means clustering was set at 6 after trying a few different numbers. Density plots of histone modifications per cluster were created in Excel using binned read density values obtained from SeqMiner analysis.

## Data access

The data have been submitted to Gene Expression Omnibus (GEO) under accession number GSE37338.

UCSC custom tracks representing the validated NPA transfrags and mapped sequencing reads can be easily uploaded in the genome browser by copy-pasting lines from Supplementary File S1.

## RESULTS

### Identification of NPA transcription

Genome-wide, PA and NPA transcriptomes were obtained for murine ESCs and ESC-derived NPCs: RNA was extracted from these cell types in three biological repeats, and then fractionated into PA and NPA fractions via oligo(dT) columns. Each fraction was independently hybridized to a repeat-masked Affymetrix whole mouse genome tiling array at 30-bp resolution (see ‘Materials and Methods’ section). The normalized intensity signal from the NPA sample clearly correlates with exons of a replication-dependent histone cluster in both cell types, which have been extensively characterized as the only protein coding genes in the eukaryotic genome to encode for mRNAs that do not contain a poly A tail at their 3′-end (15) (Figure 1A, rows 1 and 3). For these genes, intensity peaks correlating to the histone gene cluster exons can be detected in the PA sample as well (Figure 1A, rows 2 and 4), but at lower levels than the NPA signals. The bulk of the NPA/PA signal intensity ratios distribution for all replication-dependent histones is consistently >1 with a dynamic range of up to >100-fold (Figure 1B). Replication-independent histone genes (variant histones) show the opposite trend (Figure 1B) and are expressed as PA RNA.

**Figure 1.**
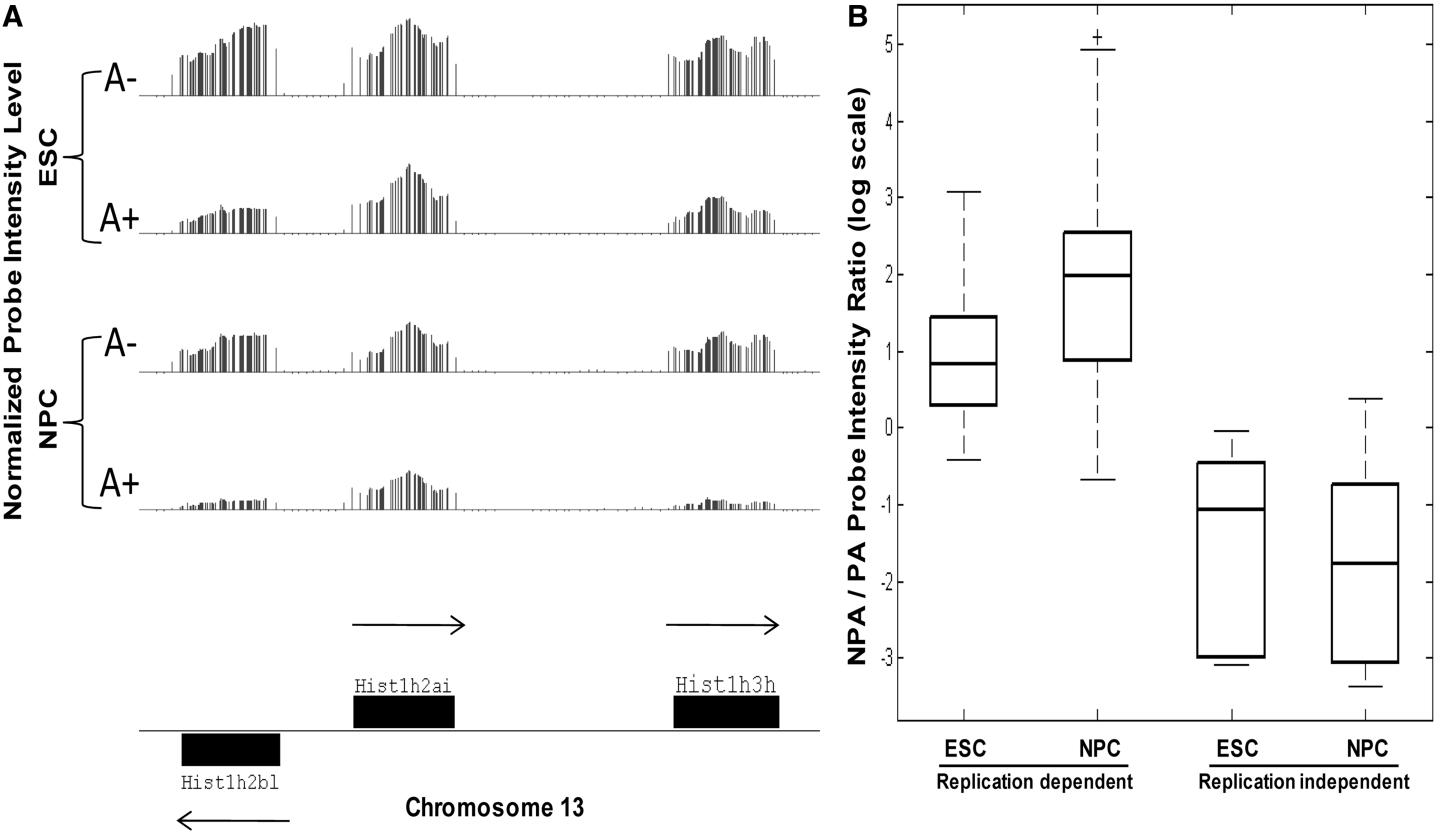
Tiling array detects NPA replication-dependent histone genes. (**A**) Normalized tiling array probe intensities corresponding to a replication-dependent histone gene cluster on mouse chromosome 13. Each vertical line represents the normalized intensity level of one tiled probe from this genomic region. Shown are probe intensities from one biological repeat of NPA (A−) and polyadenylated (A+) ESC (top) versus NPC (bottom). Probe intensities are higher in the A− than the A+ samples in both cell types (**B**) Boxplot of histone genes’ NPA to PA average intensity ratios. Average intensity level for each histone gene was calculated by averaging the intensities of all the tiled probes within the exonic region over all biological repeats. The NPA/PA ratios of the replication-dependent histone genes is greater than 1, whereas the polyadenylated replication-independent (variant) histones display lower ratios.

Although some studies have deemed expressed regions that show both PA and NPA transcription signals as ‘bimorphic’ (producing both transcripts with polyA tails and without polyA tails) (5,38,39), there is strong biological evidence that canonical replication-dependent histone transcripts do not undergo polyadenylation in any biological circumstance (40). The PA signal for the canonical histone genes is more likely the result of contamination of the PA sample with non-polyadenlyated transcripts, as the RNA fractionation methodology provides enriched PA and NPA fractions, but does not guarantee exclusivity. An accurate analysis of NPA transcription must take the PA transcriptional levels into account in effort to clean out this contamination factor. By analyzing PA and NPA samples side by side, we were able to account for the PA contamination in the NPA samples. To this end, probes that were both above a minimal noise threshold and had higher NPA over PA intensity levels were considered in subsequent analysis to define regions of NPA transcription. These criteria were applied to each biological repeat separately to ensure robustness of the outcome. Positive probes that passed the filter were arranged into ‘transfrags’ (8,41). Several minrun and maxgap criteria were tested and minrun of 50 and maxgap of 40 produced the highest detection rate of canonical histones (>95%) in ESC and NPC samples. Transfrags represented by less than three positive probes were discounted from further analyses to minimize false positive detection. Transfrag coordinates were translated to the most updated mm9 mouse genome version and all subsequent analyses carried out in that realm unless otherwise indicated. To be consistent with original repeat-masked Affymetrix tiling array probe design, an additional round of repeat masking was applied to the updated NPA transfrags based on the mm9 Repeat Masker regions. After processing, a total of 2382 NPA transfrags were obtained from the ESC samples and 3859 NPA ranges from the NPC samples with a highly similar mean/median length of 135/89 nt and 125/90 nt, respectively. We validated the tiling array results using RT-PCR on randomly selected transfrags from both cell types (Supplementary Figure S1), obtaining validation rates of 83 and 75% for ESCs and NPCs, respectively.

### NPA transcription has an opposing trend to that of PA transcription

Surprisingly, the trend of genome-wide NPA transcription stands in sharp contrast to the global hyperactive nature of PA transcription in ESCs versus differentiated cell types (12,13). Both numbers of positive NPA probes and NPA transfrags are higher in NPCs than ESCs, consistently over most mouse chromosomes (Figure 2A, Supplementary Figure S2). The intersection of transfrag intervals from the two groups showed almost 1000 NPA regions common to the two cell types, but many more are cell-type specific with a clear excess of ranges in NPCs (Figure 2B).

**Figure 2.**
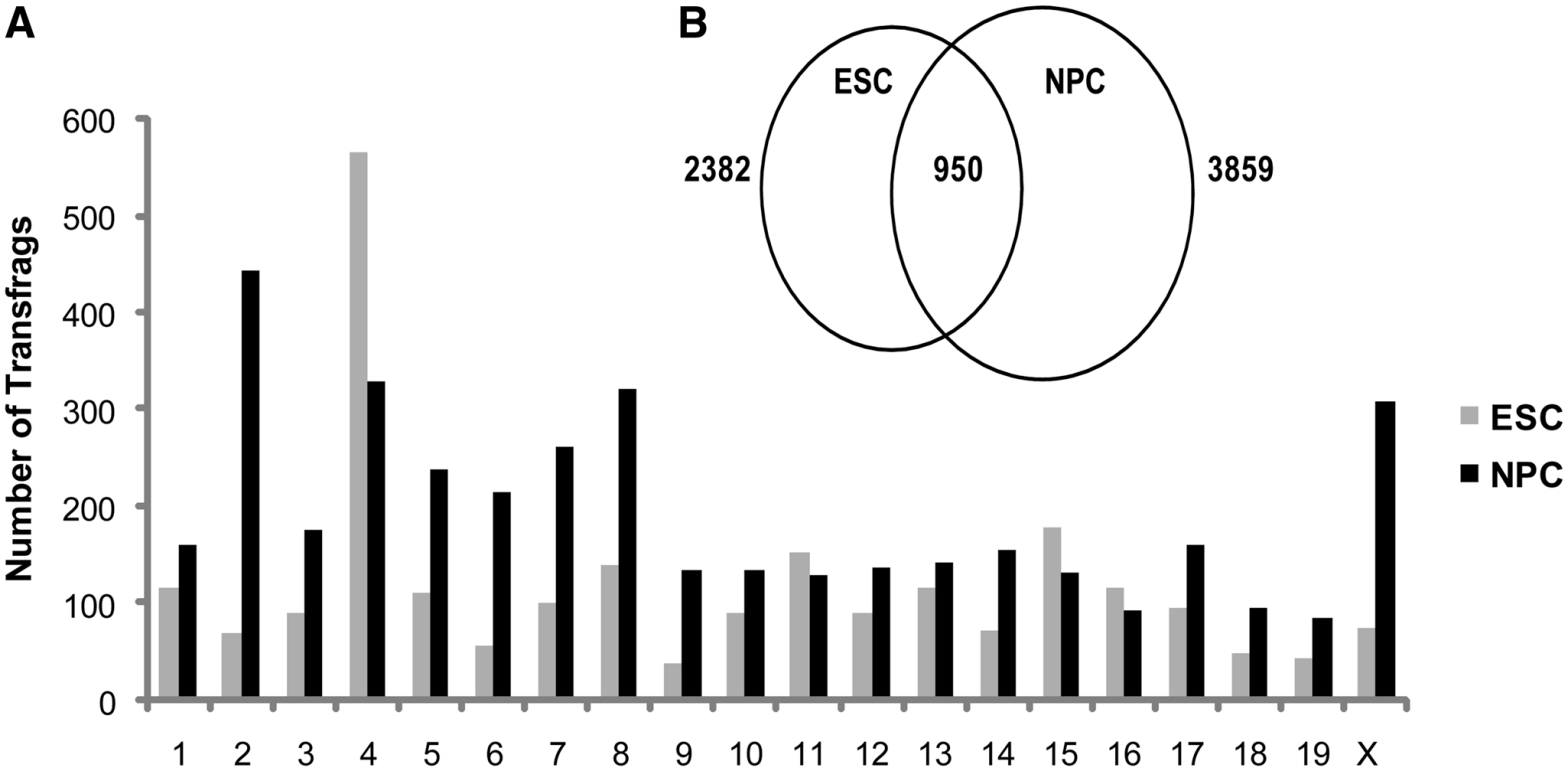
NPA transcription increases during ESC differentiation. (**A**) The number of NPA transfrags (see ‘Materials and Methods’ section) per chromosome in ESCs (gray) and NPCs (black). (**B**) Venn diagram of NPA transfrags from ESCs (left) and NPCs (right). Nine hundred and fifty transfrags overlap, whereas the majority are cell type specific with a large excess found in the differentiated NPC cell type (2909 versus 1432 unique NPA transcripts in NPCs and ESCs, respectively).

### Characterization of protein-coding NPA transcription

To explore the relationship between genome-wide NPA and PA transcription, we assessed the locations of NPA transfrags relative to known PA genes. As expected, most NPA transfrags from both cell types overlapped intronic and intergenic regions, as these comprise the majority of the genome (Figure 3A and B). However, after normalization according to the relative proportions of the different regions in the genome (see ‘Materials and Methods’ section), we found a strong enrichment in overlap of NPA transfrags with exonic regions of annotated PA genes (‘exonic’ transfrags) (*P* = 0, Fisher’s exact test) (Figure 3B).

**Figure 3.**
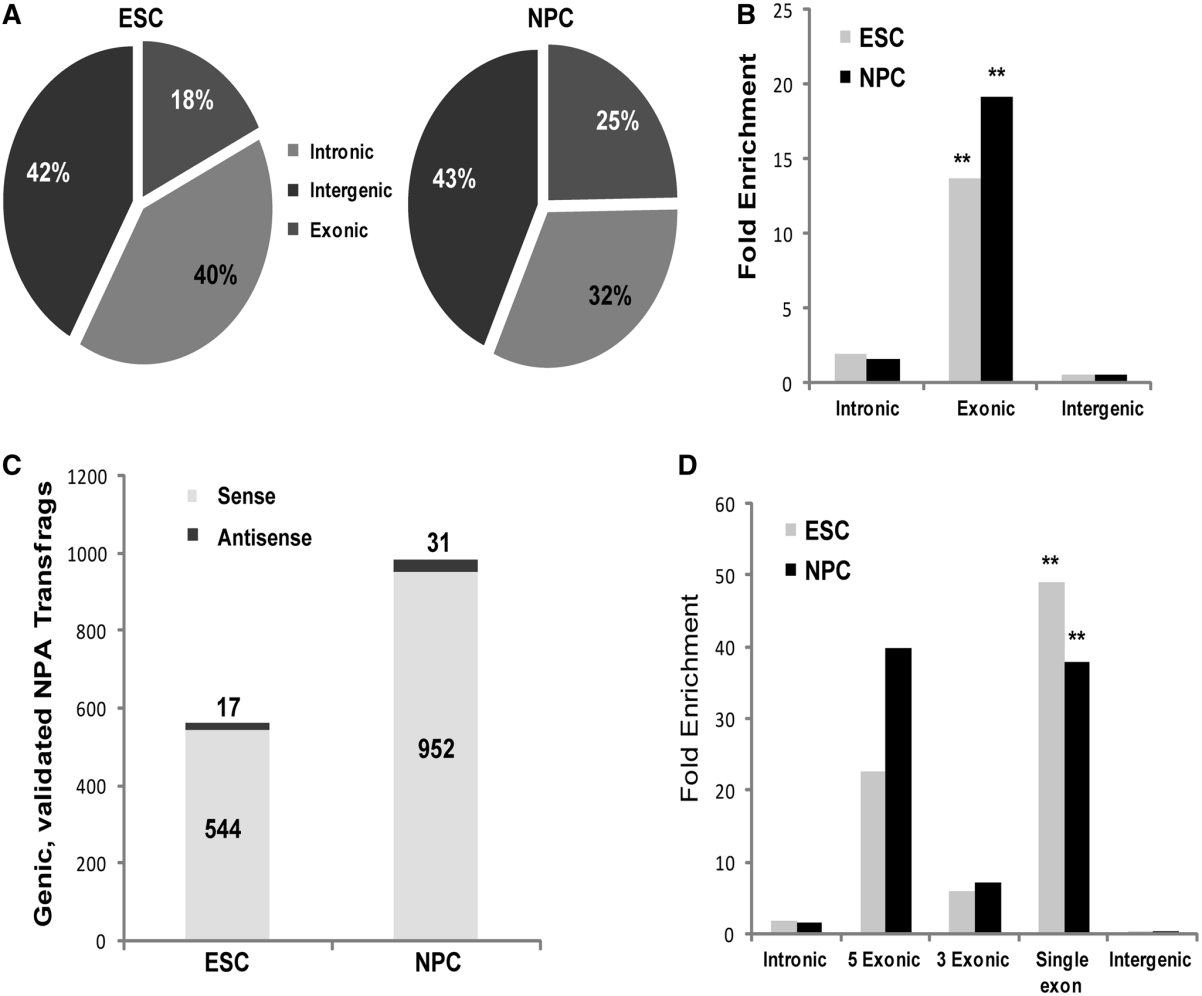
NPA transcription is enriched at protein-coding exons. (**A**) Distribution of number of transfrags in ESCs (left) and NPCs (right) overlapping Refseq exons, introns and intergenic regions. (**B**) Fold enrichment of transfrag overlap with genomic regions in ESCs (gray) and NPCs (black) was calculated after normalizing to their proportional representation in the genome. Overlap with Refseq exons is significantly enriched in both ESCs and NPCs (double asterisk indicates *P* = 0, Fisher’s exact test). (**C**) Orientation of overlap with Refseq genes is in the sense direction. Transfrags that overlapped genic regions (‘genic’) and mapped reads from the strand-specific RNA-seq experiment (‘validated’) were used in this analysis. Transfrags’ directionalities were inferred from the strand-specific RNA-seq mapped reads that overlapped them. Only 3% of transfrags were in antisense orientation to overlapping genes. (**D**) Fold enrichment of transfrag overlap with intronic, intergenic and exonic regions (5′ exons, 3′ exons and exons from single exon genes). Note overlap bias of 5′ over 3′ exons. Overlap with single exon genes, comprised mostly of histone genes, is also enriched.

The significant overlap with exons of known PA genes piqued our curiosity as to whether the NPA transfrag transcription was coming from the same strand as the overlapping host gene or in the antisense orientation to it. Widespread antisense transcription has been detected in mammalian organisms (42–45), and many mechanisms of transcriptional repression in eukaryotic cells rely on base pairing between sense and antisense RNA transcripts (46,47). A proposed repressive regulatory role of NPA transcripts on PA transcripts could be mediated via sense–antisense pairing with PA mRNAs. As the tiling array data are insufficient for distinguishing the strand-specificity of NPA transcription, we performed strand-specific RNA-seq on NPA RNA fractions from ESCs and NPCs using ABI’s SOLiD technology. 

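The NPA RNA of R1 ESCs and of NPCs derived from them was sequenced as 1 library per cell type. The NPCs were gathered on day 7, after 4 days as embryoid bodies. With 1 library each there is no replicate check, and every ratio between ESCs and NPCs compares these libraries, not the cell types. The authors aligned reads of 50 nt to mm9 with Bowtie, with a seed of 45 nt and up to 2 mismatches in it, and kept 1 placement for a read with several. They filtered out reads on the mitochondrial chromosome, on ribosomal sequences and in Repeat Masker regions, and deposited the position and strand of each remaining read. These positions total 4271306 reads in ESCs and 4399729 in NPCs, which are the totals behind all shares and scaled counts. Each read carries 48 nt of sequence, which occurs once in mm9 for 82.0% of the reads in ESCs and 86.9% in NPCs. Counts were scaled to RPM by the total of each library, and a single read is worth 0.234 RPM in ESCs and 0.227 in NPCs. The reads began at 1543133 distinct positions and strands in ESCs and 1863685 in NPCs. Repeated fragments cannot be told from abundant RNA without molecular identifiers, so all intervals cover counting error only. Reads overlapping by at least 1 base on the same strand in the pooled libraries were joined into clusters, and the 96817 clusters with at least 10 reads were kept. They held 82.9% of the reads in ESCs and 80.3% in NPCs. The transfrags of the tiling array were not analysed here. Genes were taken from GENCODE release M1, which annotates mm9.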

To isolate the NPA fraction, we first eliminated the mRNA fraction using oligo(dT) columns and then eliminated the rRNA with Ribominus (see ‘Materials and Methods’ section). We validated the enrichment of NPA transcripts using primers specific for PA genes (*Gapdh*, *Oct4*), for the NPA histone H4 mRNAs and for *Snord32*. In all cases, we found a significant NPA enrichment spanning an order of magnitude. We also verified that the NPA transcripts do not amplify (by RT-PCR) when reverse transcribed with oligo-d(T) primers, but only when random primers are used.

Approximately 30% of NPA transfrags detected by the tiling array contained at least one mapped read. We considered these NPA transfrags as ‘validated’ by the RNA-seq experiment, as these transfrags already passed stringent criteria in the tiling array analysis, and the RNA-seq analysis was also performed under stringent conditions (i.e. lower coverage and stringent mapping conditions) (Supplementary Table S3). We inferred the orientation of each validated NPA transfrag according to the overlapping mapped reads’ strands and compared the direction of the NPA transcription with that of the host gene (inferred from the annotation). 

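Orientation was examined over 26922 annotated genes with no gene on the opposite strand. In ESCs 8556 of the 2733956 reads over these genes were antisense, a share of 0.313% (exact 95% interval 0.306 to 0.320%). In NPCs the share was 0.233% (0.227 to 0.239%), or 6079 of 2605507 reads. The majority of the reads were antisense for 454 of the 13251 genes with at least 1 read in ESCs, or 3.43% (3.12 to 3.75%), and for 413 of the 13337 such genes in NPCs, or 3.10% (2.81 to 3.40%). Many of these genes rest on few reads. Among genes with at least 10 reads, 38 of 8973 were mostly antisense in ESCs (0.423%) and 40 of 9189 in NPCs (0.435%). The minimum was settled on 1 read after the values at both minimums had been seen. Counting each start position and strand once raised the antisense share of reads to 0.686% in ESCs and 0.489% in NPCs.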

Surprisingly, only 3% of validated NPA transfrags were antisense to their overlapping host genes (Figure 3C). Of these potentially antisense transfrags, a handful seems to stem from incorrect strand annotation of PA genes in the UCSC refGene table, e.g. *Hist1h2bm*, *Hist1h2bb*, *Rpph1*. 

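In the GENCODE annotation, *Hist1h2bm* (ENSMUSG00000058189.3) lies on the plus strand of chromosome 13 from 21813913 to 21814436, and *Hist1h2bb* (ENSMUSG00000075031.2) on the same strand from 23838603 to 23839071. All 2739 reads over *Hist1h2bm* in ESCs and all 455 in NPCs were on that strand, with 0 on the other. *Hist1h2bb* had 4185 reads in ESCs and 1084 in NPCs on its strand, again with 0 on the other. The histone counts are uncertain, because only 103 of the ESC reads at *Hist1h2bm* and 1607 of those at *Hist1h2bb* had a sequence that occurs once in the genome. *Rpph1* is listed as AC027184.1 (ENSMUSG00000092837.1) on the minus strand of chromosome 14 from 51427124 to 51427442, and it too had reads on the annotated strand alone.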

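*Airn* (ENSMUSG00000078247.3, plus strand) and *Igf2r* (ENSMUSG00000023830.7, minus strand) overlap on chromosome 17 of mm9 from 12934177 to 12962530. In this overlap ESCs had 5 reads on the plus strand and 33 on the minus strand, so 13.2% (exact 95% interval 4.41 to 28.1%) lay in the direction of *Airn*. NPCs had 67 reads on the plus strand and 30 on the minus strand, or 69.1% (58.9 to 78.1%). Between the end of *Igf2r* and the end of *Airn* at 13052988, the plus strand had 4 reads in ESCs and 74 in NPCs, and the minus strand had 39 and 49, which do not lie in *Igf2r*. Few reads fell in annotated exons of *Airn*, 0 in ESCs and 5 in NPCs, against 542 and 887 in exons of *Igf2r*.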

Others overlap genomic locales that contain more than one PA gene and could, therefore, have been mis-assigned to the incorrect host gene, e.g. *Airn* and *Igf2r*. This contradicted our hypothesis that the exonic NPA transfrags represent antisense transcription.

So what do these NPA transfrags, which overlap exons of PA genes in the same (sense) orientation to the host gene, represent? We noticed that, in most cases, exonic NPA transfrags overlap only a subset of the exons within a protein-coding gene with an apparent bias toward exons at the 5′-end. We validated the perceived bias by categorizing PA Refseq exons into three subcategories: (i) 5′ exon of a multi-exon protein-coding transcript, (ii) 3′ exon of a multi-exon protein-coding transcript, and (iii) exon of a protein-coding transcript with an exon count of 1 (Single Exon). The enrichment of overlap with 5′ exons is three times greater than that of 3′ exons in ESCs and over five times greater in NPCs (Figure 3D, Supplementary Figure S3A). From this observation, it seems unlikely that these exonic NPA transfrags represent full-length mRNA (with none or short polyA tails), as equal representation of all exons would be expected in this case. There was no corresponding enrichment in 5′ intronic transfrags over 3′ intronic ones (data not shown), suggesting that these exonic transfrags represent partially degraded mature mRNAs and not nascent pre-mRNA transcripts. Additionally, the tiling array probe intensity profile over a multi-exonic gene shows clear correlation of high probe intensities with annotated exons, whereas probe levels representing intronic regions are mostly at noise level (Supplementary Figure S3B). This suggests that the NPA RNA fraction as obtained by oligo-d(T) fractionation does not contain a high percentage of nascent RNA transcripts, although this option cannot be completely ruled out, as pre-mRNA splicing can occur co-transcriptionally (48). As expected, the ‘Single Exon’ category is significantly enriched in both cell types (*P* < 10^−^^10^, Fisher’s exact test) (Figure 3D), as the intron-less, NPA and replication-dependent histone genes comprise most of that category.

### Characterization of non-coding NPA RNA

A small, 70 nt, intronic region on chromosome 4 had the highest number of reads per transfrag of 66 236 in the ESC sample, accounting for 1.5% of all mapped reads and corresponding to almost 1000× coverage. 

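The reads at this position form a cluster from 131866075 to 131866334 on the plus strand of chromosome 4, inside *Snhg12* (131864593 to 131866939). The cluster had 66344 reads in ESCs (exact Poisson 95% interval 65840 to 66851), or 1.55% of the library (Clopper-Pearson 95% interval 1.54 to 1.57%). All of them carry a sequence found once in mm9. It was the third of the 96817 clusters by ESC reads, after a cluster over *Snord22* in *Snhg1* on chromosome 19 with 117420 reads and an unannotated cluster on chromosome 17 with 67937. The ESC reads started at 60 distinct positions, so counting each start position once left 0.00389% of the library, the largest move under any alternative.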

The number of reads on the opposite strand for this transfrag was zero, indicating the highly significant strand-specific nature of the data (Figure 4A). This NPA transfrag has high sequence similarity with Human *SNORA61* (starred arrow), an snoRNA gene, and resides within the intron of the *Snhg12* (snoRNA hostgene 12) gene. This transfrag location is close to the mouse *Snora61* gene of ‘provisional’ status according to Refseq (Figure 4A, arrow), but it appears that our experiments have questioned the precision of its annotated genomic location. 

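The opposite strand had 0 reads over this cluster in both libraries, which allows up to 7.02e-05% of the ESC library and 6.82e-05% of the NPC library. Over all clusters the minor strand held few reads, though not 0. The shares that follow are of the reads in the clusters, not of the library. Over 96763 cluster intervals, 3540619 ESC reads lay on the major strand and 3560 on the minor strand, which is 0.100% (exact 95% interval 0.0972 to 0.104%). In NPCs 3532393 reads lay on the major strand and 3839 on the minor strand, or 0.109% (0.105 to 0.112%). No read on the opposite strand was found at 93093 of the 95307 clusters with reads in ESCs and at 94411 of the 96487 in NPCs.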

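The sequence that the paper gives for the NPA transfrag in Supplementary Figure S4A is found in mm9 without a mismatch from 131866155 to 131866204. The Northern probe against the annotated gene matches from 131866256 to 131866275, and the antisense oligo used for the knockdown matches from 131866180 to 131866199. In GENCODE, *Snora61* (ENSMUSG00000064949.1) is a gene of 130 nt from 131866155 to 131866284, so it begins at the first base of the transfrag sequence and also holds the site of the probe, at bases 102 to 121. Of the ESC reads in the cluster, 57656 started at base 2 of this gene, which is 86.9% (exact 95% interval 86.6 to 87.2%). In NPCs the same start had 8927 reads, or 82.0% (81.3 to 82.8%).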

Alignment results show the NPA transfrag to be homologous to the 5′ region of the human *SNORA61*, whereas the annotated mouse *Snora61* shares a lower homology with the 3′ of the human snoRNA (Supplementary Figure S4A). 

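The sequence of the GENCODE gene on the plus strand of mm9 is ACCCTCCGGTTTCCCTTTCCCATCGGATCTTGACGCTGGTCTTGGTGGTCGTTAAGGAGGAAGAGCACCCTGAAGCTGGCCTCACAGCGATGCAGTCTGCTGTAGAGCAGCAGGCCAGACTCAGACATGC, and its first 50 bases are the transfrag sequence. Read starts were nearly all in the 5′ part. The bases before 131866220, the middle of the gene, had 66253 read starts in ESCs and 10850 in NPCs, while the bases from there on had 91 and 32.

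**Figure D1:**
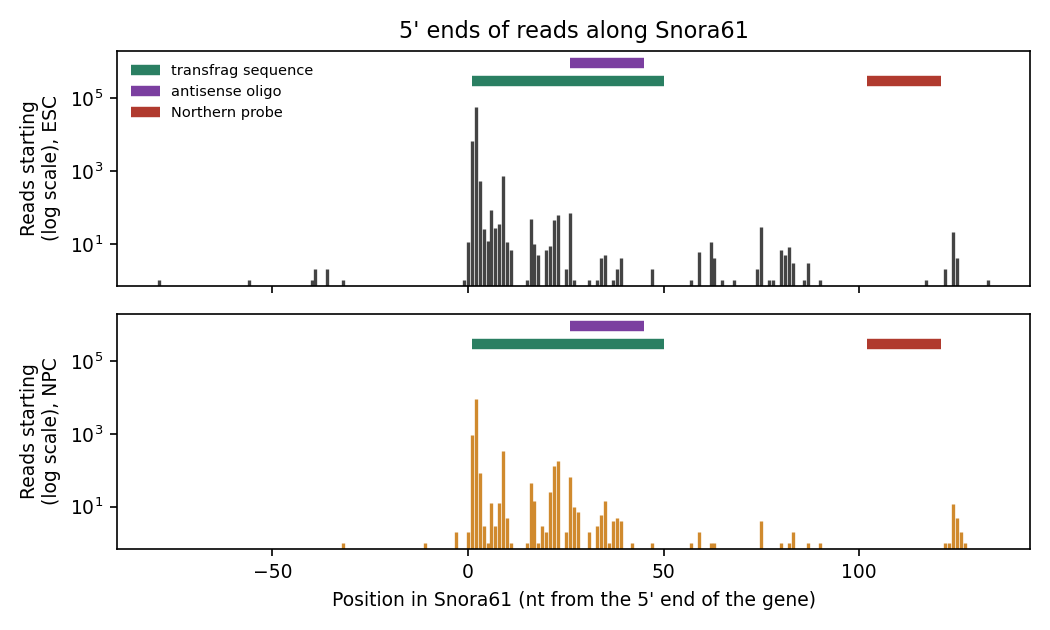
Number of reads whose 5′ end lies at each position along Snora61 (log scale) in ESCs (top) and NPCs (bottom), with the transfrag sequence, the target of the antisense oligo and the target of the Northern probe drawn to scale as bars. The highest column, at base 2, stands for 57656 reads in ESCs and 8927 in NPCs.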

Northern blots using probes against both the NPA transfrag and the annotated mouse *Snora61* show a single RNA transcript of ∼120 nt, which is more abundant in ESCs than differentiated cell types, and qPCR experiments confirm a significant decrease in expression during differentiation (Supplementary Figure S4B and C).

**Figure 4.**
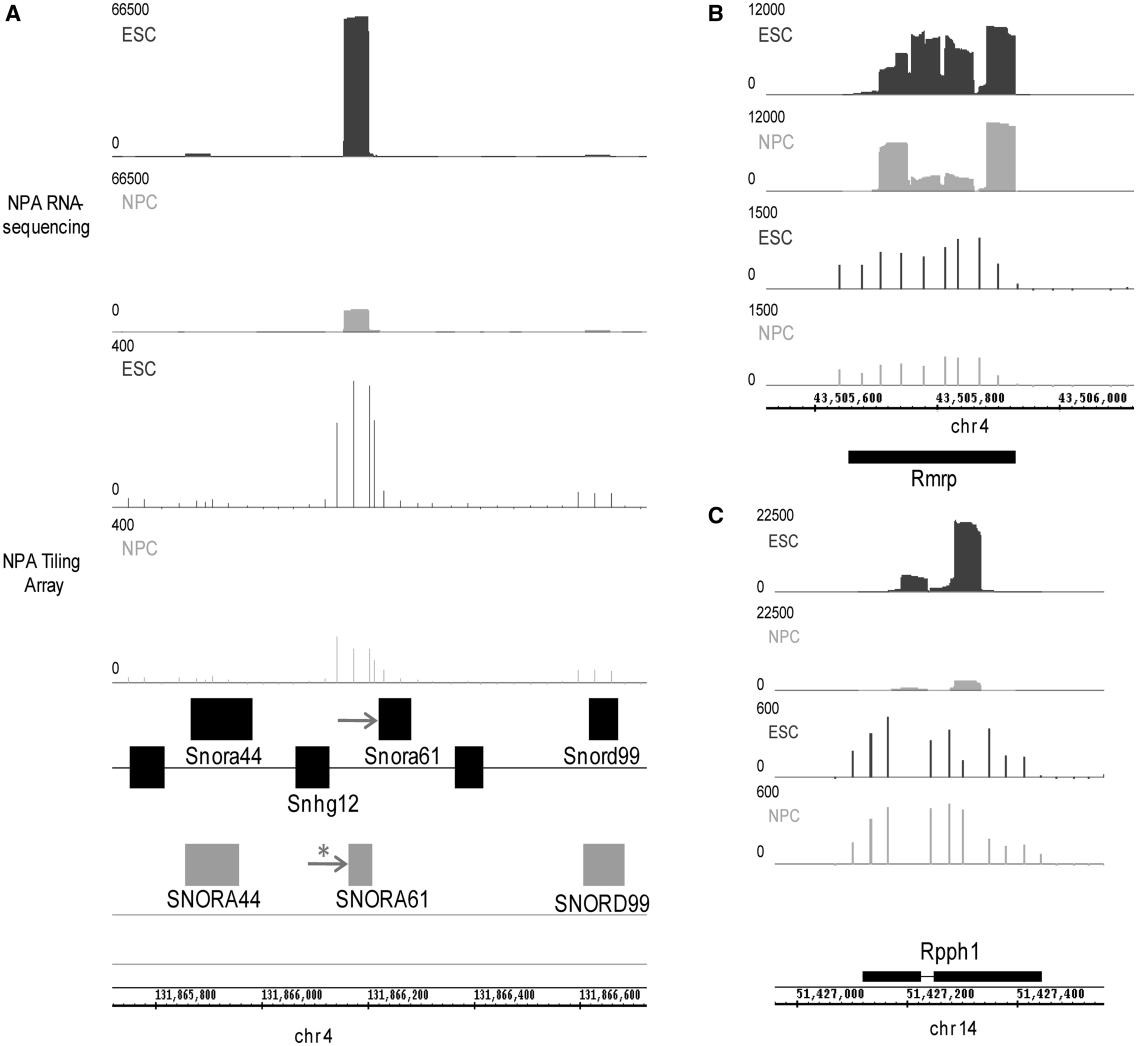
NPA transcriptome contains ncRNA transcripts. (**A**) Read density plots (top two rows) and tiling array probe intensities (rows 3 and 4) from ESCs (dark gray) and NPCs (light gray) around the genomic region of Snhg12 gene on chromosome 4. Black boxes on bottom portray some internal exons of the Snhg12 gene and the non-coding snoRNA genes residing within its introns. Gray boxes show exons of human non-coding snoRNAs aligned to their homologous regions in the mouse genome (taken from non-mouse Refseq track). Peaks of mapped read densities and probe intensities correspond to intronic sequence with high sequence similarity to human Snora61 (starred arrow). Mouse Snora61 ncRNA gene of provisional status (plain arrow) has far less-sequencing representation. Sequence alignment and NPA transcription status better define the genomic location and annotation of mouse Snora61. This transfrag has a maximum number of reads per transfrag of >60 000 in the ESC sample, which drops almost 6-fold during differentiation to NPCs. (**B** and **C**) Read density plots (top two rows) and tiling array probe intensities (rows 3 and 4) from ESCs (dark gray) and NPCs (light gray) around the genomic regions of non-coding *Rmrp* and *Rpph1* genes, respectively. Chromosomal mm9 coordinates shown at the bottom.

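Within the annotated *Snora61*, 66228 ESC reads and 10845 NPC reads overlapped the 50 nt of the transfrag sequence, 99.8% and 99.7% of the reads on the gene. The 20 nt of the Northern probe's target were overlapped by 86 ESC reads, or 0.130% (exact 95% interval 0.104 to 0.160%), and by 15 NPC reads, or 0.138% (0.0772 to 0.227%). Reads cover 48 nt from their 5′ end, so a fragment's far end is not seen.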

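NPCs had 10882 reads at *Snora61* (exact Poisson 95% interval 10679 to 11088), or 0.247% of the library. In RPM the ESC value was 6.28 times the NPC value (counting interval of the ratio 6.15 to 6.41), a log2 ratio of NPC to ESC of -2.65. The median log2 ratio over the 14859 genes with at least 10 reads was 0.34, so relative to all genes *Snora61* was at -2.99. This reference moves with the make-up of the libraries. Clusters over coding exons held 43.5% of the ESC reads and 57.5% of the NPC reads, and the cause was not tested. The paper's qPCR, another method, found a smaller decrease of this transfrag in NPCs. Counting each start position once moved the log2 ratio most, to -0.42, but it caps the counts at 60 start positions in ESCs and 54 in NPCs.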

As snoRNAs are functional as NPA transcripts, it is not surprising that NPA transfrags should detect them. NPA transfrags overlapped other types of annotated small non-coding RNA (ncRNA) genes, such as *Rmrp* (Figure 4B), *Rpph1* (Figure 4C), *Snord32a*, *Snord35a* and others. Therefore, despite the aforementioned enrichment in overlap of NPA transfrags with protein-coding exons, NPA transfrags can also identify transcription of ncRNAs genes. These genes are generally underrepresented in most expression studies to date, as they are non-coding, incomprehensively annotated and not included in standard microarray expression platforms. 

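*Rmrp*, which GENCODE lists as RNase_MRP (ENSMUSG00000088088.1) on chromosome 4 from 43505660 to 43505930, had 36747 reads in ESCs and 20484 in NPCs. Scaled to library size, ESCs had 1.85 times the NPC reads (1.82 to 1.88). *Rpph1* had 28219 reads in ESCs and 4156 in NPCs, and the same ratio was 6.99 (6.77 to 7.23). Relative to the median of all genes, the log2 ratios of NPC to ESC were -1.22 for *Rmrp* and -3.14 for *Rpph1*. *Snord32a* (ENSMUSG00000065219.1, chromosome 7 from 52382752 to 52382834) had 2984 and 1594 reads, and *Snord35a* (ENSMUSG00000065818.1, from 52381716 to 52381805) had 14323 and 10907. No read was found on the opposite strand of these genes in either library, and all of their reads had sequences that occur once in mm9.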

We suggest that an additional reason for their underrepresentation is that they are selected against in cases where RNA libraries/samples are generated from only polyA+ RNA and overridden by protein-coding RNA in total RNA samples. We hypothesized that perhaps by selecting against PolyA tails and enriching for NPA RNA, we may be able to better detect such ncRNAs. Indeed, abundance levels in our NPA RNA-seq samples of NPA transfrags overlapping annotated ncRNA genes (nc exon) are even higher than the NPA transfrags in the exonic category, which we examined previously (Figure 5A, pink), confirming that the NPA RNA fraction is enriched with ncRNA. Indeed, most non-coding shortRNAs are NPA, having instead, a well-defined secondary structure or working in complex with other proteins, e.g. snRNA, snoRNA, telomerase. 

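RPKM was computed from the read clusters, which stand in for the transfrags here. The 649 clusters over exons of ncRNA genes had a median log10 RPKM of 2.00 in ESCs (binomial 95% interval of the median 1.90 to 2.11) and 1.91 in NPCs (1.83 to 1.99). The 83741 clusters over exons of protein-coding genes had medians of 1.25 and 1.40. Both ncRNA medians lay above those of all 10000 random lists of clusters of the same size, which reached at most 1.33 in ESCs and 1.47 in NPCs. The ncRNA clusters held 24.0% of the ESC reads and 10.9% of the NPC reads. The difference between the classes was 0.745 in ESCs and 0.514 in NPCs, and it dropped to 0.184 and 0.0664 when each start position was counted once. With annotated exons with reads as the unit, an alternative chosen after seeing the data, it changed sign, to -0.251 in ESCs and -0.390 in NPCs. From the abundance of transfrags over ncRNA genes, the paper concludes that the NPA fraction is enriched with ncRNA.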

Our control canonical histone gene transfrag set also has higher abundance levels than the (PA) exonic category as expected (Figure 5A, green).

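The 108 clusters over replication-dependent histone genes had a median log10 RPKM of 2.58 in ESCs (2.34 to 2.76) and 2.26 in NPCs (2.05 to 2.44). This exceeded the median of clusters over other protein-coding exons by 1.33 in ESCs and by 0.864 in NPCs. Many histone reads match several histone genes, and with reads whose sequence occurs once, chosen after seeing the data, the differences were 0.790 and 0.367.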

**Figure 5.**
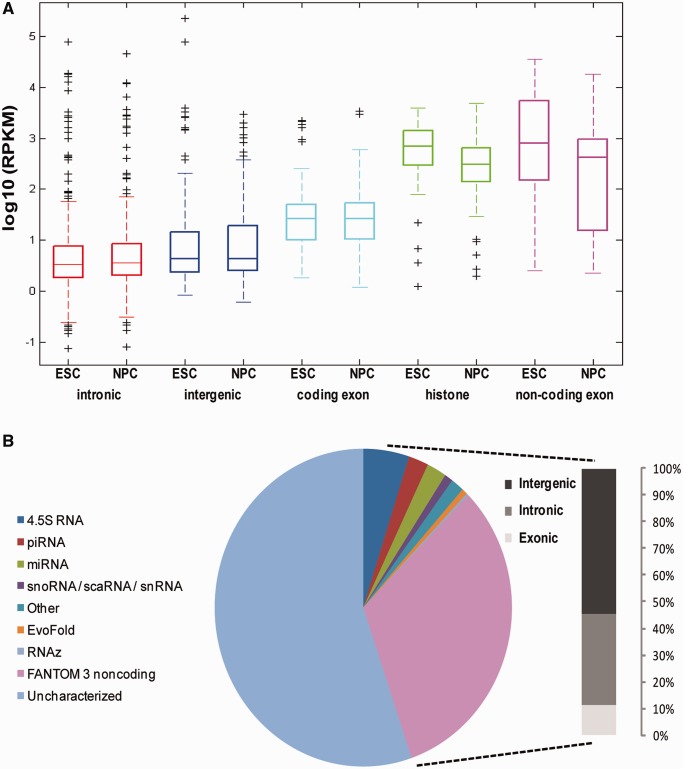
ncRNA genes are highly enriched in the NPA RNA fraction. (**A**) NPA transfrags from ESCs and NPCs were divided according to their overlapping genic type. RPKM scores were calculated based on mapped reads from the NPA RNA-seq experiment. Boxplots represent the distribution of RPKM scores (log scale) for the different categories of NPA transfrags. Outliers are marked with black ‘+’ signs. Transfrags overlapping non-coding exons (pink) and canonical histones (green) have higher RPKM distributions than those overlapping introns (red), exons (light blue) and intergenic regions (dark blue); yet, the many outliers of intronic and intergenic transfrags represent transfrags with RPKM scores comparable with *bona fide* NPA RNA genes. (**B**) BLAST alignment reveals highly significant sequence similarities between NPA transfrags and ncRNA sequences (from www.ncRNA.org), including 4.5S rRNA, piRNA, microRNAs (miRNA), snoRNA, small Cajal body-associated RNA, snRNA and other individual functional ncRNA such as *Rnase P*, *Rmrp* and *Malat-1*. RNA with predicted functional structure (Evofold), structurally conserved and thermodynamically stable RNA (RNAz) and ncRNAs annotated by the FANTOM3 project also share sequence similarity with NPA transfrags. The majority of these similar transfrags are found in Refseq intronic or intergenic regions (right).

### Detection of novel, small, conserved and non-polyadenylated ncRNA (snacRNA)

It is also apparent that many outliers of the intronic and intergenic transfrags’ RPKM distributions (Figure 5A, plus signs above red and blue boxes) have high RPKM levels similar to transfrags overlapping annotated non-coding (nc exon) and histone genes. This similarity in abundance levels suggests that these outlier intronic and intergenic transfrags could potentially represent *novel* ncRNAs. To assess this, we aligned the sequences of all transfrags from both cell types to the sequences in the Functional RNA Database (fRNAdb) (31), which includes sequences of both reliably and provisionally annotated ncRNAs from mouse and many other species (see ‘Materials and Methods’ section). We found that many transfrags have a highly significant similarity to known ncRNAs from mouse, human and other species showing a high degree of conservation of ncRNA genes (Figure 5B). This includes similarity to ncRNA genes determined by the RIKEN FANTOM3 project (4,49), 4.5S rRNA genes, miRNA precursors, snoRNAs, snRNAs, piRNAs and others. Interestingly, of these functionally characterized transfrags, the majority are currently associated with intronic or intergenic locations vis-à-vis PA protein-coding genes and not yet comprehensively annotated in Refseq (Figure5B, right). The exonic ones are those few examples that are reliably annotated in the mouse genome (nc exon).

We defined intronic and intergenic transfrags with the highest potential to be real novel ncRNAs as those with higher RPKM levels than a threshold of 1 in log scale. This threshold represents the fifth percentile of RPKM levels of transfrags overlapping histone gene exons, meaning that by only looking at NPA transfrags above this threshold, we would preserve our 95% recall rate of histone genes (our positive control) (Figure 6A and B). This cutoff was similar for ESCs and NPCs, despite the slight shift (downregulation) of the histone gene abundance distribution; therefore, we chose the mean as a single threshold value for both cell types, which translated into the value of 1 on the log scale of RPKM values, which corresponds to ∼4 mapped reads per 100 nt genomic unit.

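Over the histone clusters, the fifth percentile of log10 RPKM was 1.29 in ESCs and 0.615 in NPCs. In ESCs all 108 histone clusters reached a log10 RPKM of 1. In NPCs 94 of the 105 histone clusters with reads did, or 89.5% (exact 95% interval 82.0 to 94.7%).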

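The mean of the fifth percentiles of both libraries was 0.954. An RPKM of 10 equals 4.27 reads per 100 nt at the depth of the ESC library and 4.40 at that of the NPC library. Among clusters with reads, 2454 of those in introns (69.7%) and 4393 of those between genes (80.8%) were at or above it in ESCs. The NPC numbers were 2595 (73.0%) and 4893 (89.2%).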

**Figure 6.**
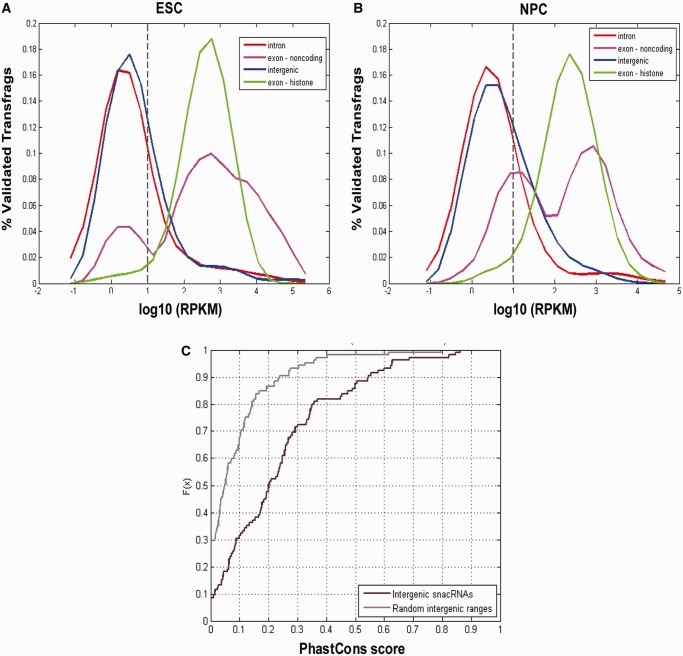
The novel NPA RNAs are highly conserved. (**A** and **B**) NPA transfrags from ESCs (A) and NPCs (B) were divided according to their overlapping genic type. RPKM scores were calculated based on mapped reads from the NPA RNA-seq experiment. Density plots of RPKM scores (log scale) for NPA transfrags according to their genomic region overlap. Both intergenic (blue) and intronic (red) distributions have a substantial right-tail representing transfrags with RPKM levels comparable with non-coding exons (pink) and histone genes (green). Gray dashed line represents minimum RPKM score threshold for identifying snacRNAs. (**C**) Cumulative Distribution Function (CDF) plots of PhastCons conservation score among placental mammals for NPA transfrags with RPKM scores above threshold in both ESCs and NPCs (black) and random range simulation (gray). Only intergenic regions were considered in this analysis to avoid confusion with genic conservation levels. Conservation of these intergenic snacRNAs is highly significant (*P* < 10^−10^, Kolmogorov–Smirnov test).

We first examined the gene ontology of the genes harboring the intronic ncRNAs above threshold and found a significant enrichment of the terms ‘Translation’, ‘Ribosome’ and ‘Ribonucleoprotein Complex’. These types of genes commonly harbor NPA snoRNAs within their introns (50). Thus, intronic ncRNA transfrags may include novel snoRNAs expressing in ESCs and NPCs, a severely under-annotated group of functional RNAs in mouse. Next, we assessed the conservation levels of the intergenic ncRNAs above threshold, which showed high levels of genomic conservation when compared with random intergenic ranges of the same number and lengths (*P* < 10^−^^10^, Kolmogorov–Smirnov test) (Figure 6C). These same ranges also have low coding potential with only five ranges (<4%), harboring a potential open reading frame of over 100 amino acids. Taken together, these data provide a strong basis for the functional potential of these NPA transfrags as novel ncRNA genes, which we refer to as snacRNAs (short non-polyA conserved RNAs). An example of the high degree of conservation of one snacRNA is shown in Supplementary Figure S5. There are no annotations in this region from Refseq or UCSC gene tracks, and there is no evidence of mouse mRNAs, ESTs or homology to proteins of other organisms, hence the definition of the snacRNA as intergenic and novel. In this case, the ENSEMBL gene prediction track concurs with our prediction and also predicts an ncRNA at the same location on chromosome 7 based on sequence alignment with ncRNA sequences.

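The Ensembl gene at this place is annotated in GENCODE as SNORA74 (ENSMUSG00000089111.1), a snoRNA on the plus strand of chromosome 7 of mm9 from 89110596 to 89110720. The nearest protein-coding gene is *Bnc1* (89111558 to 89137185, minus strand). A further gene of the same name (ENSMUSG00000088059.1) lies on chromosome 18 from 35714146 to 35714286, inside *Snhg4*.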

### Histone genes and snacRNAs lack standard RNA Polymerase II-associated epigenetic marks

We sought to gain insight into the transcriptional regulation properties of the novel, intergenic snacRNAs. The search for RNA polymerase II-associated epigenetic marks, i.e. H3K4me3/H3K36me3 genomic domains, greatly facilitated the discovery of another novel class of functional ncRNAs, termed long-intergenic-ncRNAs (lincRNAs) (51). Yet, lincRNAs are long, PA and undergo splicing, whereas snacRNAs, similar to histone genes, are short, NPA and do not show a multi-exonic pattern. Therefore, their epigenetic pattern could differ from lincRNAs and standard protein-coding genes. To characterize the epigenetic signature of these newly discovered snacRNA transcripts, we analyzed the binding patterns of RNA Polymerase II, H3K4me3, H3K36me3 and other histone modifications at intergenic snacRNA loci as well as histone gene loci as an internal control for RNAPII-mediated NPA transcription, using previously published data sets (36). The chromatin maps were obtained in a different cell line (V6.5) than the one used in this study (R1), but we previously showed that the chromatin landscape is by and large similar between different ES cell lines on a global scale (52). Intronic snacRNAs were excluded from this assay so as not to confuse their epigenetic signature with that of the host genes’ epigenetic patterns. Histone genes show a strong H3K4me3-binding pattern around their transcription start sites (TSS) as expected (Figure 7A I–III). The mean density profiles of histone gene regions show either a single or double ‘K4’ peak around their TSS, characteristic of RNAPII promoter regions (Figure 7B–D). Surprisingly, unlike most RNAPII-transcribed genes, almost no H3K36me3 marks are detected at the TSS or in the gene body of the replication-dependent histone genes. This is in line with a recent observation demonstrating that H3K36me3 is enriched exclusively on spliced exons (53), whereas replication-dependent histones do not undergo splicing.

**Figure 7.**
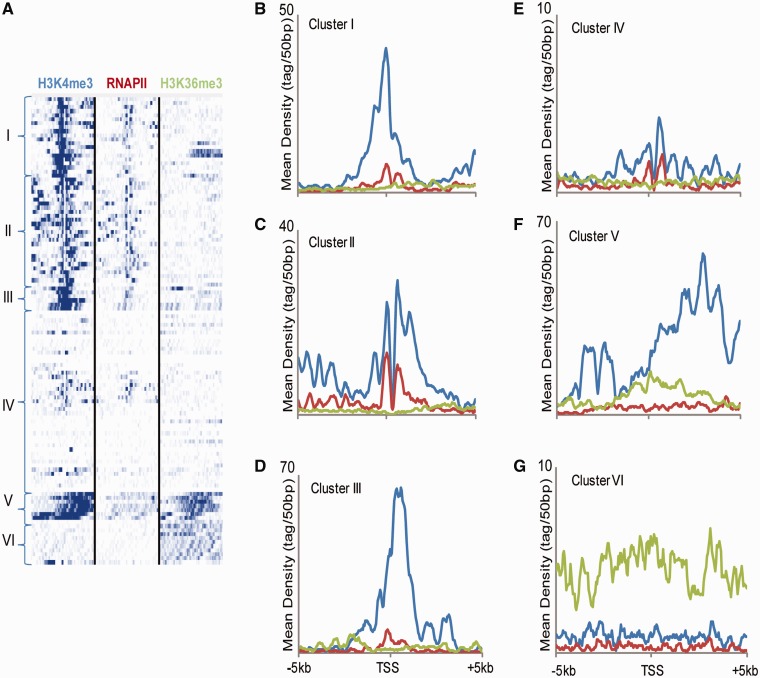
Epigenetic profile of NPA histones and snacRNAs. (**A**) Mapped read densities from ESCs of H3K4me3, RNAPII and H3K36me3 in a window of 10 kb around a set of center-aligned histone genes and intergenic snacRNAs detected in ESCs. K-means clustering and generation of heatmaps were performed using seqMINER. The six major clustered profiles are numbered from I to VI. (**B–G**) Mean mapped read density profiles of H3K4me3 (blue), RNAPII (red) and H3K36me3 (green) in a window of 10 kb around histone gene densities from clusters I to VI, respectively.

The intergenic snacRNA transfrags clustered into three distinct epigenetic patterns. The largest cluster included snacRNA regions that had neither K4 nor K36 signal (Figure 7A IV, 7E). We also looked for evidence of other euchromatic and heterochromatic epigenetic marks such as H3K27me3 and H3K9me3, but found no significant enrichment (Supplementary Figure S6A). This may indicate that these RNA genes are regulated and transcribed differently than protein-coding genes. We looked for evidence of Pol III binding (54), which transcribes non-coding and NPA tRNA genes (55), but only found enrichment at a handful of annotated ncRNA genes known to be transcribed by this polymerase (Supplementary Figure S7). Several snacRNA ranges had typical ‘K4-K36’ signature of RNAPII transcribed genes (Figure 7AV and F). These transfrags overlap with exonic regions of the *Malat-1* gene, a lincRNA (a.k.a. *Neat2*), which is transcribed by RNAPII as a 7 kb polaydenylated transcript but undergoes cleavage and processing by RNaseP to produce a shorter NPA transcript, mascRNA (56), leading to its detection as an NPA transfrag in our tiling array analysis. The last group of snacRNAs shows only K36 binding (Figure 7AVI and G). As many of these transfrags are in close proximity to one another, they may represent internal exons of yet un-annotated, protein-coding genes and not *bona fide* ncRNA genes, but this remains to be seen. We performed the same analysis on the NPA transfrags obtained from the NPC sample yielding similar results (Supplementary Figure S6B).

### Potential role of snacRNAs in maintaining stemness and differentiation

In the case of protein-coding genes, expression level assessment and comparison is a widespread approach for gauging the extent of functional impact in a certain biological context; yet, it is an indirect measurement, as the protein product is subject to post-translational modifications, which may amplify, reduce or even reverse the functional outcome (57). In contrast, non-coding genes are not affected by the regulatory mechanism controlling translation or post-translational modifications, rendering the quantification of RNA abundance levels as a more direct method for measuring functional differences. We, therefore, compared the expression levels of intronic and intergenic snacRNAs and transfrags, which overlapped well-annotated ncRNA genes (nc exon) in ESCs and NPCs. Transfrags overlapping single exon protein-coding histone genes were also included in this analysis. We merged the ESC and NPC transfrag lists so that overlapping ranges are represented only once. Differences in RPKM measurements between ESC and NPC samples were as high as 80-fold corresponding to up to 40% differential read density between cell types (Figure 8). 

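Ratios were computed over the 96817 read clusters, with 1 read added in each library. These are not the regions behind the paper's ratios, since 83741 of them lie over exons of protein-coding genes, whereas the paper compared snacRNAs, ncRNA genes and histone genes. With the added read, the ratio was more than 80-fold in 14 clusters, each of them higher in NPCs. Which clusters pass 80-fold depends on the added read. With 0 reads counted as 3 instead, 14 clusters also passed it. The clusters with the highest ratios had 0 ESC reads and, against 3 reads, were at or below 79.6-fold. A difference over 80-fold is therefore not shown for them. Read clusters more than 2-fold apart numbered 28396 toward NPCs and 10405 toward ESCs, and the median log2 ratio was 0.43. With 0 reads counted as 3 instead, the numbers were 31467 and 11510. The highest ratio was at *Aqp8* (chromosome 7, 130608625 to 130608765), with 0 reads in ESCs and 246 in NPCs, which is 240-fold with the added read and at least 79.6-fold against 3 reads, with a lower limit of the counting interval of 64.3. Clusters in *Col4a2*, *Gata6*, *Gkn1* and 3830417A13Rik came next, also with 0 ESC reads, and were at least 55.0, 47.6, 47.6 and 40.1-fold higher against 3 reads, with lower limits of 44.3, 38.2, 38.2 and 32.2 when the counting error of the NPC reads is included. Toward ESCs the highest ratios among clusters with at least 100 reads in one of the libraries were at *Txnip*, with 444 reads against 14 (32.7-fold, interval 19.3 to 60.2), Gm6097, with 340 against 13 and no read of unique sequence, and *Upp1*, with 133 against 7. Among clusters with reads in both libraries, the highest ratio was 176 (31.1 to 6978), at *Lama1*, from 1 read in ESCs and 181 in NPCs. The number over 80-fold was 62 when 0.5 read was added and 0 when each start position was counted once.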

We used the ncRNA categories established by the fRNAdb analysis to identify whether there was any correlation between change in abundance levels and certain known ncRNA subtypes. 

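Of 309 annotated H/ACA and C/D box snoRNA genes with at least 10 reads, 232 had a lower RPM in NPCs than in ESCs, or 75.1% (exact 95% interval 69.9 to 79.8%). Their median log2 ratio of NPC to ESC was -0.85, which is -1.19 relative to the median of all genes. Together they took 19.7% of the ESC reads and 8.66% of the NPC reads.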

Interestingly, in contrast to the general trend, most expressing snoRNAs were significantly downregulated on differentiation to NPCs. 

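H/ACA box snoRNAs were lower in NPCs for 131 of 139 genes, with a median log2 ratio of -1.63 (binomial 95% interval of the median -1.81 to -1.36). C/D box snoRNAs were lower for 101 genes and higher for 69, with a median of -0.31 (-0.49 to -0.04). Both medians lay below those of all 10000 random lists of genes matched on mean expression, which spanned -0.19 to 0.63 for H/ACA and -0.26 to 0.59 for C/D. Relative to the median of all genes, the H/ACA median was -1.96 and the C/D median -0.65. The ratio was below that of the median gene for 135 H/ACA and 121 C/D genes. More than 2-fold changes were found for 100 H/ACA genes lower in NPCs and 2 higher, and for 40 and 10 C/D genes. Counting each start position once moved the H/ACA median to -0.65, and 114 of the 117 genes left were lower in NPCs. The C/D median under it was -0.40, at percentile 1.02 of random lists that reached down to -0.56. Copies with the same name, such as SNORD116, counted as separate genes, which the intervals and random lists do not allow for. Most SNORD116 copies had few reads and were higher in NPCs. With reads of unique sequence, an alternative chosen after seeing the data, 97 C/D genes were lower in NPCs and 37 higher. The C/D median was then -0.55 (-0.74 to -0.37).

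**Figure D2:**
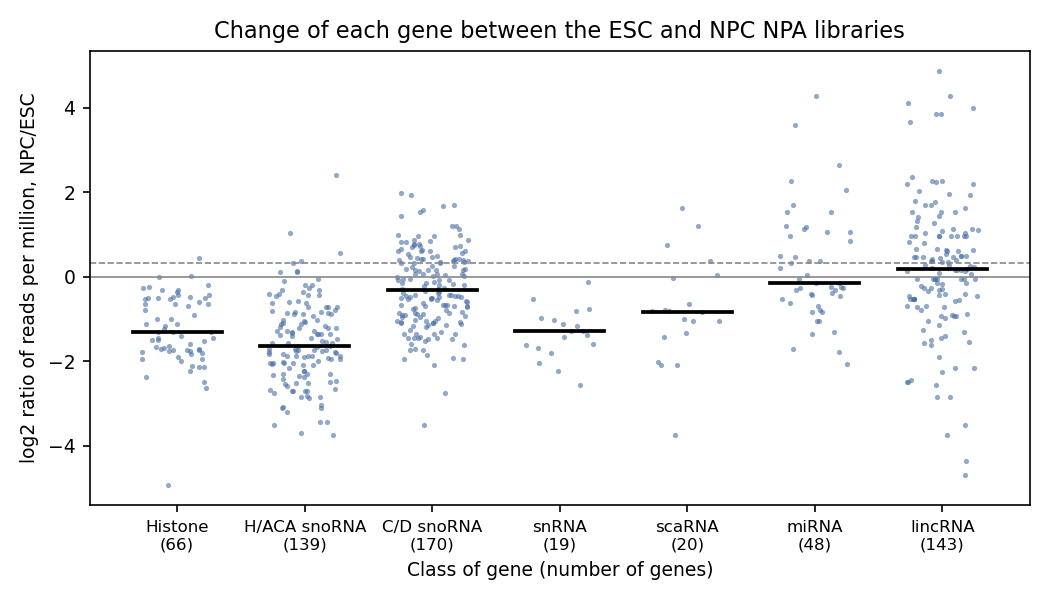
Log2 ratio of RPM, NPC to ESC, of each gene with at least 10 reads, by class, with the number of genes in parentheses. Points are genes of 1 library per cell type, thick lines class medians, the solid line no change and the dashed line the median of all genes at 0.34. The H/ACA median lies at -1.63 and the C/D median at -0.31.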

H/ACA box snoRNAs comprise the bulk of this group, whereas C/D box snoRNAs have more equal numbers of both downregulated and upregulated transcripts. In a recent study of snoRNA expression across 11 human tissues, the authors observed a major shift from C/D box snoRNAs in brain to H/ACA box snoRNAs in testes (58). ESCs were not included in the analysis, but enrichment of H/ACA box snoRNAs in these highly proliferative cells is not surprising, as their main function, pseudouridylation, has a role in ribosome biogenesis, cellular proliferation and pre-mRNA splicing (59). 

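Replication-dependent histone genes were lower in NPCs for 64 of the 66 genes with at least 10 reads. The median log2 ratio of NPC to ESC was -1.31 (-1.64 to -0.90), or -1.65 relative to the median of all genes, and 40 genes were more than 2-fold lower. All 10000 matched random lists had medians between -0.30 and 0.70. With the libraries scaled by the median of ratios over clusters, 1 gene was higher in NPCs. Reads of unique sequence alone, an alternative chosen after seeing the data, gave 46 genes lower, 12 higher and a median of -0.96.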

Replication dependent histones are also downregulated on differentiation from ESCs to NPCs (Supplementary Figure S8, Figures 1A, 5A, 6A and B), possibly reflecting the attenuation in proliferation rate. This was also reported by Yang *et al.* when comparing human ESCs to HeLa cells (38). There was no other apparent trend of expression for other major categories of ncRNA, indicating that akin to protein-coding genes, they are versatile in their roles in the scope of stem cell biology. 

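Among other classes of ncRNA with at least 10 reads per gene, miRNA genes were lower in NPCs for 26 of 48 genes (median log2 ratio -0.15, interval -0.38 to 0.46) and lincRNA genes for 64 of 143 (median 0.18, interval -0.04 to 0.44). All 19 snRNA genes were lower in NPCs, with a median of -1.29 (-1.68 to -0.98). Of 20 scaRNA genes 15 were lower, with a median of -0.83 (-1.33 to -0.02). Of 11 genes typed as misc_RNA, among them *Rmrp* and *Rpph1*, 8 were lower, with a median of -0.89 (-2.47 to 1.19). The snRNA genes share sequence with copies, and 9 of them kept at least 10 reads of unique sequence, all 9 lower in NPCs.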

Many of the novel snacRNAs that could not be categorized by sequence homology show large differences in expression among ESCs and NPCs and are good candidates for future functional assays.

**Figure 8.**
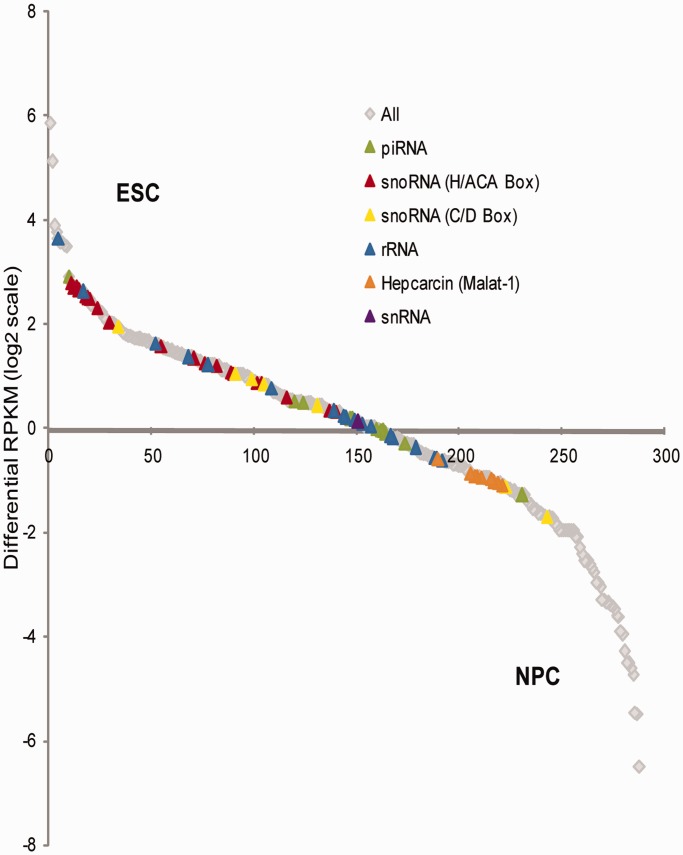
Differential expression of snacRNAs between ESC and NPC. A combined list of snacRNAs and NPA transfrags overlapping annotated ncRNA genes from ESCs and NPCs was generated. Differential RPKM levels between ESC and NPC NPA RNA-seq experiments were measured for each range in the group. Ranges are sorted from highest (ESC enriched) to lowest (NPC enriched) differential RPKM score. All transfrags are depicted by gray diamonds, and Transfrags with fRNAdb characterization (via BLAST alignment) are depicted by color-coded triangles according to legend.

### Differential expression of RNA components of the minor spliceosome suggests regulatory role of minor splicing during differentiation

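GENCODE lists 5 genes named U11, and every read of U11 was at the one on the minus strand of chromosome 4 of mm9 from 131825995 to 131826128 (ENSMUSG00000077323.1). It had 128 reads in ESCs (exact Poisson 95% interval 107 to 152) and 77 in NPCs (60.8 to 96.2), all with sequences that occur once in mm9. This is 30.0 RPM in ESCs and 17.5 in NPCs, and the NPC value was 0.584 times the ESC value (0.434 to 0.781). Relative to the median of all genes the log2 ratio was -1.11. U12 had 1069 reads in ESCs and 396 in NPCs over its copies, a ratio of 0.360 (0.320 to 0.404), and most of these reads match more than 1 copy. U6atac had 702 and 365 reads, a ratio of 0.505 (0.444 to 0.574). U4atac had 954 and 898, and its ratio of 0.914 had an interval of 0.833 to 1.00, which reaches equal values when the libraries are scaled by their totals. Relative to the median of all genes, U4atac was at a log2 ratio of -0.47.

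**Figure D3:**
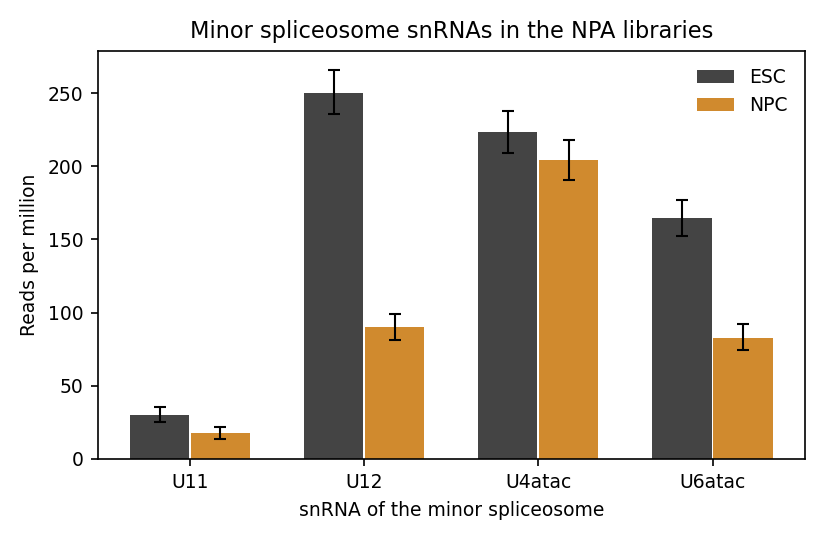
RPM of the 4 snRNAs of the minor spliceosome in the ESC and NPC libraries (1 each). Bars are single values and error bars exact Poisson 95% intervals. The intervals of ESCs and NPCs lie apart for U11, U12 and U6atac and overlap for U4atac.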

One interesting example of a differentially expressed ncRNA is the snRNA, *U11* (*RNU11*), which was detected by an overlapping NPA transfrag in NPCs, but not in ESCs. *U11* is relatively well characterized as a fundamental RNA component of the minor spliceosomal complex, along with *U12*, *U4atac* and *U6atac*. The minor spliceosome splices out special introns, termed ‘minor’ or ‘U12’ introns, with unique branchpoint sequences and polypyrimidine tracts, and often with non-canonical AT-AC splice sites (60). Approximately 550 genes in the mouse genome contain one or more U12 introns (61) and are generally associated with core housekeeping functions (62,63). We validated this finding with semi-quantitative PCR on both *RNU11* and *RNU12* genes, which shows increased expression of the NPA form of both genes in NPCs (Supplementary Figure S9A and B). The minor spliceosome is considered less efficient than the major one, which perhaps acts as a rate-limiting step in the expression of U12 genes (64); therefore, the differential expression of its components might manifest in changes in splicing efficiencies and/or expression levels of U12 genes. We chose five U12 intron-containing genes from the U12 database (61), which participate in different cellular processes and were characterized as ‘on’ in ESCs and NPCs (see ‘Materials and Methods’ section): *Drap1*, *Psmc4*, *Phb2*, *Gars* and *Eed*. Using qPCR, we found no significant difference in splicing efficiencies of U12 introns, or nearby U2 introns used as internal controls, for four of five of these endogenous genes. However, the polycomb group gene *Eed* (embryonic ectoderm development), which was significantly downregulated in NPCs compared with ESCs (Supplementary Figure S9D), displayed altered splicing efficiency between ESCs and NPCs (Supplementary Figure S9C). The splicing efficiencies of *Eed*’s U12 and U2 control intron were both increased ∼2-fold in NPCs (*P* = 0.02 and 0.06, respectively, Student’s *t*-test). This is particularly interesting, as *Eed* is a component of the PRC2 complex (65), which is important for the maintenance of the stem cell state by mediating developmental gene silencing (66). Although Myc transcription factors have been implicated in the regulation of Polycomb group proteins in stem cells (67), our results may suggest that the *Eed* component may be additionally regulated by the rate-limiting U12 intron excision step.

To assess whether there might be a wider phenomenon of minor splicing regulation affecting gene expression during differentiation, we conducted an expression analysis of all U12 intron containing genes based on microarray gene expression data (68). This analysis revealed no overall trend in U12 gene expression during differentiation, and only 2/5 (<0.3/0.9%) genes were significantly down/upregulated in NPCs relative to ESCs. One of the significantly downregulated genes in this analysis was again *Eed*. It still remains controversial whether levels of minor spliceosomal RNAs have significant effects on U12 gene expression and splicing (30), but this one example portrays how the expression level of one NPA ncRNA can potentially directly and indirectly affect the expression of many differentiation regulators. As NPA ncRNA is involved in such fundamental cellular processes, it cannot be overlooked in comprehensive studies of stem cell biology.

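In NPCs *Snora61* was the eighth of all clusters by reads. Clusters with the most reads besides it included those over *Snord22* (57658 NPC reads), SNORD25 and SNORD26 in *Snhg1* (27110 ESC and 20570 NPC reads), *Rmrp*, the unannotated cluster on chromosome 17 and *Snora65* in *Rpl12* (35943 ESC and 5180 NPC reads). At *Snora65* only 326 of the ESC reads and 82 of the NPC reads had a sequence that occurs once in mm9, so its count is shared with copies.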

Finally, as a proof of concept for the essential role of some of the ncRNAs, we selected the most highly expressing ncRNA we identified, *Snora61* (Figure 4A) for knockdown analysis. We used 2′-*O*-methyl modified oligos complementary to either *Snora61* or Green Fluorescent Protein (GFP) (69). We found a concentration-dependent decrease in the levels of *Snora61* when we treated the cells with increasing amounts of ASOs, but no effect when cells were treated with ASOs for GFP. Massive cell death was observed in <24 h following the knockdown, whereas control oligos had no discernible effects (Supplementary Figure S10). A similar effect was observed in somatic fibroblasts. This shows that *Snora61* is an essential RNA, although its exact role remains to be investigated.

## DISCUSSION

In this study, we characterized the NPA transcriptome in ESCs and ESC-derived NPCs, by using two complimentary methods for genome-wide transcription analysis. Using a whole mouse genome tiling array, we took advantage of the robustness of the DNA microarray platform, which we increased with the application of threshold criteria separately to three biological repeats. But tiling arrays suffer from cross-hybridization effects and the usage of suboptimal probes, which also introduce false positives; therefore, we also applied RNA-seq to further validate the regions of transcription defined by the array and provide additional data regarding their strand specificity. In all, 30–40% of transfrags contained at least one mapped read, representing 25% of total mapped reads. Similar levels of intersection between the results of the tiling array and the RNA-sequencing data were also perceived in previous studies (24,70) largely owing to the application of stringent selection criteria during data analysis. Therefore, the intersection between the results of the two experimental approaches was used to robustly detect novel NPA transcripts while steering clear of false positives produced by either method. Our cautious approach provides a genome-wide picture of NPA transcription based on a high signal-to-noise ratio.

We find that NPA transfrags overlap many genomic regions throughout all chromosomes, except Y; yet, there is significant enrichment of overlap with exons of protein-coding genes. The overlap with NPA replication-dependent histone genes was found to be, as expected, with a 95% recall rate, but we did not find any apparent common functional role for any other gene subsets overlapped by NPA transfrags. Also, NPA transfrags tended to overlap with only a subset of the exons belonging to a gene with a clear bias toward the 5′-end, suggesting that these are generally not full-length transcripts. This strengthens the conviction that replication-dependent histone genes are the only eukaryotic protein-coding genes with full-length NPA mRNAs (15). We hypothesize that the transfrag analysis detected are either still incomplete, nascent mRNA or semi-degraded mRNA transcripts that should exist in any total RNA sample. The significant association of NPA transfrag overlap with genes with longer transcript length and larger exon count (Supplementary Figure S11) strengthens this claim, as these transcripts would be more likely to take longer to be transcribed or degraded and could be detected by our methodology. Based on the high similarity of the probe intensity profile of the NPA fraction to that of the PA fraction (peaks over exons and valleys over introns), the percentage of nacsent transcription in the NPA fraction is probably minimal, and the 5′ bias is more likely a product of RNA degradation. A similar profile was found by the study of NPA transcription in human HeLa cells by Yang *et al.* (38) who used a similar fractionation protocol, yet a different detection platform, namely RNA-seq. We conclude, that although fractionation by oligo-d(T) to obtain mature mRNAs in the PA fraction is efficient, it does not reciprocally enrich for nascent RNAs in the NPA fraction, as this fraction is too large and diverse, and nacsent RNAs remain only a small and inefficiently detected portion of it.

Yang *et al.* (38) also observed a 5′–3′ gradient of NPA transcription levels over protein-coding genes, but their manual examination did not enable the genome-wide analysis of this phenomenon we found to be prevalent. The intersection between genes harboring NPA exons from our data analysis in mouse and the genes in their data sets in humans (Supplementary Figure S12, Supplementary Table S4) finds mostly canonical histone genes in all cell types as expected from their conservation and ubiquitously expressing nature. A small number of other protein-coding genes exist in that same category (see table). In addition, there is a significant number of common genes to both the hESCs and mESCs and to NPCs and HeLa cells (*P* = 0, permutation test). The level of intersection is also greatly underestimated, as it is done across species. Some protein-coding genes are common to other previous studies of protein-coding genes with short polyA tails such as *Actin-b* (39). These observations indicate that the NPA transcription we observed for known protein-coding genes is not random, but a biologically regulated property. Further experimentation is required to discern whether these transcripts are nascent transcription, semi-degraded mature mRNAs, splicing intermediates or full-length mRNAs with short polyA tails. Differential regulation of these processes likely exists between undifferentiated and differentiated cell types, as NPA transcriptional behavior cannot be explained as a byproduct of open chromatin in ESCs, as it was found less prevalent in this cell type in both Yang *et al.* (38) and our studies.

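With each read counted once where histone genes overlap, histone genes took 114000 reads in ESCs, or 2.67% of the library (exact 95% interval 2.65 to 2.68%), and 48277 reads in NPCs, or 1.10% (1.09 to 1.11%).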

In concordance with Yang *et al.*, we also find higher levels of histone gene expression in ESCs versus the differentiated cell type (Figures 1A, 5A, 6A and B); but in our case, we tested ESC-derived NPCs, an isogenic and karyotypically normal cell type. Conversely, we found no evidence of histone gene specificity to ESC type, as all canonical histone genes had overlapping transfrags and mapped reads in both cell types. 

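All 67 replication-dependent histone genes of the annotation had reads placed on them in both libraries. Reads of unique sequence were found for 59 genes in ESCs and 60 in NPCs, so transcription of the remaining genes is not shown. *Hist2h2aa1*, *Hist2h2aa2*, *Hist1h2ao*, *Hist1h2ap*, *Hist1h2bq*, *Hist1h2br* and *Hist1h4m* had none in either library, and *Hist1h2al* had none in ESCs. The median gene had 1422 reads in ESCs and 610 in NPCs. At least 10 reads were found for 66 of the genes in ESCs and 65 in NPCs.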

Higher histone levels shown across species could be attributed to the unique and open chromatin structure in mouse and human ESCs, but may also be attributed to the rapid cell-cycle, comprised largely of S-phase, in ESCs. Regardless of expression level and cell type, histone marks deviate from the classical RNAP II/K4/K36 signature. Instead, we find low levels of H3K36me3 in gene body and vicinity. H3K36me3 has been implicated in the exon–intron architecture of genes and in the crosstalk between transcription and splicing (71,72). Its absence at RNAPII transcribed histone genes, which contain only a single exon and do not undergo RNA splicing, is another strong piece of evidence for this hypothesis (53).

Despite the enrichment at protein-coding exons, we discovered that NPA RNA transfrags overlap many annotated ncRNA genes. These RNAs have a wide range of functions involved in the regulation and execution of transcription and translation processes; yet, they all share a similar feature—a NPA 3′-end. Some of them fold into distinct functional secondary structures, whereas others work in complex with other RNA and protein components. It is possible that a polyA tail would interfere with structure formation or interaction with proteins such that it is excluded specifically from functional ncRNAs, in sharp contrast to its essentiality in stabilizing protein-coding mRNAs.

By combining microarray and sequencing data and focusing on intergenic and intronic regions, we compiled a list of novel snacRNAs, which show low coding potential and high conservation, suggesting that they are likely functional as RNA transcripts. Substantial differential expression of snacRNAs between ESCs and NPCs suggests that they may play critical functional roles in stem cell biology. As translational regulation is irrelevant for ncRNAs, this measure of differential expression is an even more direct measurement of differential functionality than standard protein-coding gene expression arrays.

In this manner, we detected that *U11*, a minor spliceosome core component, is upregulated in NPCs. By applying standard functional assays to assess the impact of this phenomenon, we discovered that the minor spliceosome may play a role in the regulation of a key PRC2 component, *Eed*, which in turn impacts the expression of many developmental genes in ESCs and during differentiation. The effects of the changes in *U11* expression appear to be limited to *Eed* and few other genes, as no overall significant differences in expression or splicing efficiency of U12 intron-containing genes were measured in both qPCR and bioinformatic analysis. The role of minor splicing in gene regulation is not entirely established with most studies performed on exogenous mini-gene constructs, but mutations in the *U4atac* ncRNA component have surfaced in recent publications (73,74), as causal mutations in the severe developmental disorder, Microcephalicosteodysplastic primordial dwarfism, type 1, manifested in post-natal growth retardation and infant mortality. More critical analysis of the downstream effects of minor spliceosome depletion is required to discern its role in stem cell biology and early development.

Although some annotated ncRNAs have well-documented function such as tRNAs and rRNAs, or partially discerned function such as minor spliceosome components, novel ncRNA families are harder to characterize. Yet, there is growing evidence that these ncRNAs play crucial roles in many fundamental cellular processes. LincRNAs, for example, which were discovered in 2009, have already been functionally characterized in recent years and found to carry out significant functional roles involved in gene regulation (75,76), chromatin structure (77), pluripotency (78) and reprogramming (79). Still, the lack of knowledge and functional assays to test ncRNA function impedes the functional characterization of snacRNAs and even the assessment of the extent that annotated ncRNA influences stem cell biology. Future work will need to address other functional aspects of these RNAs such as structure and association with protein to get a better understanding of their functional roles and importance.

Curiously, the trend of more pervasive NPA transcription is apparent starting from the tiling array analysis and persisting through the RNA-seq validations even with different thresholding criteria. 

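With at least 4 reads per 100 nt as the threshold, 75215 clusters were transcribed in ESCs and 88144 in NPCs, a ratio of 1.17. Both libraries passed it at 68171 clusters, ESCs alone at 7044 and NPCs alone at 19973. NPCs had more such clusters on all 21 chromosomes with clusters. By place, the ratio of NPCs to ESCs was 1.19 over coding exons, 1.07 over exons of ncRNA genes, 1.07 in introns, 1.11 between genes and 0.870 over histone genes. With the deeper NPC library thinned to the total of the ESC library, the ratio was 1.16. The 10 clusters with the most reads held 10.4% of the ESC reads and 3.76% of the NPC reads, so the NPC library is deeper over the other clusters. Thinned by the totals outside these 10, an alternative chosen after seeing the data, the ratio was 1.12. These clusters therefore account for only part of the move that follows. Thinned by the median of ratios over clusters instead, an alternative chosen after seeing the data, NPCs had 77857 transcribed clusters and ESCs 72393, a ratio of 1.08, the largest move.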

The trend is stable even when looking at subcategories of the genic territories where NPA transfrags reside: overlapping exons or introns of annotated protein coding genes, as well as the intergenic regions between them and even the overlap with annotated ncRNA genes (Supplementary Table S5). The biological importance of this trend, which contrasts the ESC pervasive transcription paradigm (based on PA transcription) is still not clear. We predict that the functional characterizations of new ncRNA groups such as snacRNAs as well as better characterization of RNA biogenesis and processing properties will shed light on this observation and the importance of its impact on stem cell biology.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online: Supplementary Tables 1–5, Supplementary Figures 1–13 and Supplementary File 1.

## FUNDING

Funding for open access charge: Israel Science Foundation [ISF 1252/12 and 657/12 to E.M.]; the Israel Ministry of Science (infrastructure grant to E.M.); the Abisch-Frenkel Foundation (to E.M.) and the European Research Council [ERC-281781 to E.M.].

*Conflict of interest statement*. None declared.

## Supplementary Material

Supplementary Data

# Supplementary material for: Non-polyadenylated transcription in embryonic stem cells reveals novel non-coding RNA related to pluripotency and differentiation
**Source:** Nucleic Acids Res. 2013 Apr 27;41(12):6300–15. doi: 10.1093/nar/gkt316
**Supplement:** Supplementary Data

Non-polyadenylated transcription in embryonic stem cells reveals novel non-coding RNA related to pluripotency and differentiation — Non-polyadenylated transcription in embryonic stem cells reveals novel non-coding RNA related to pluripotency and differentiation — Supplementary Data 

# Non-polyadenylated transcription in embryonic stem cells reveals novel non-coding RNA related to pluripotency and differentiation

## Supplementary Data

files

**Files in this Data Supplement:**

- Supplementary Data - zip file

# Supplementary material for: Non-polyadenylated transcription in embryonic stem cells reveals novel non-coding RNA related to pluripotency and differentiation
**Source:** Nucleic Acids Res. 2013 Apr 27;41(12):6300–15. doi: 10.1093/nar/gkt316
**Supplement:** Supplementary Data

## Supplementary Figures

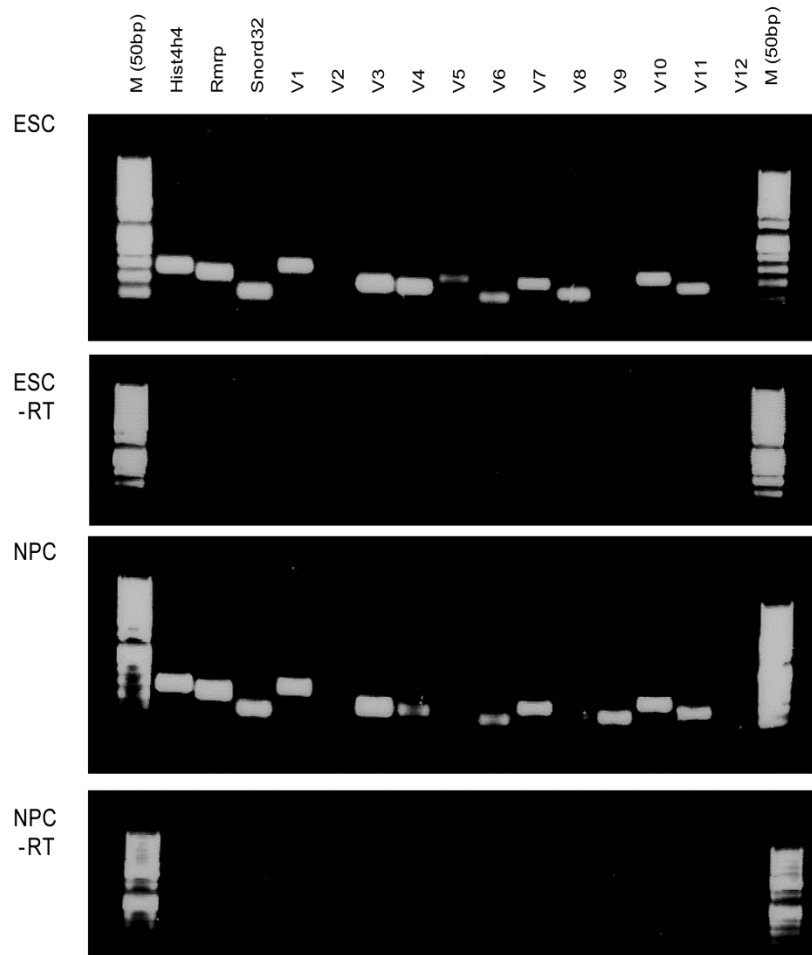

Figure S1

### Supplementary Figure S1. Validation of NPA transfrags

RT-PCR of NPA transfrags in ESCs (top 2 panels) and NPCs (bottom 2 panels). All products had the appropriate size on ethidium bromide stained agarose gel (2% Agarose, 1x TAE, 50 bp ladder). NPA transfrags that overlapped with annotated NPA genes were selected as positive controls and are depicted by gene symbol. NPA transfrags that were randomly selected for verification are depicted by V1-V12. Negative controls without RT enzyme are shown in panels 2 and 4 for ESCs and NPCs, respectively.

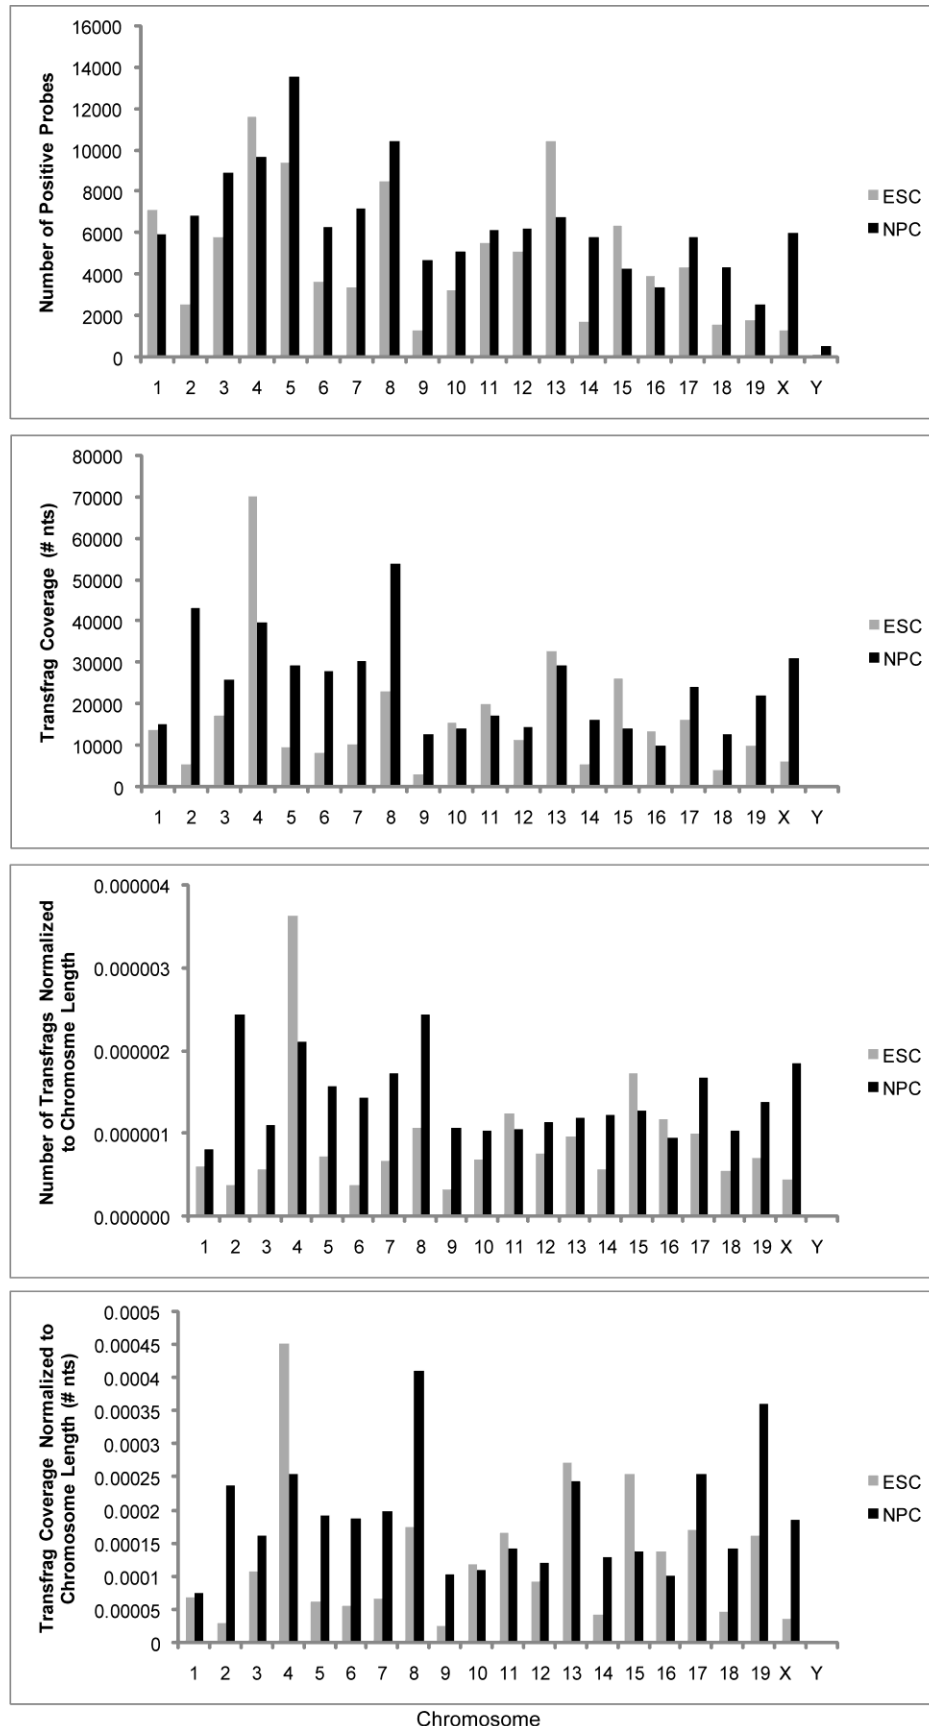

Figure S2

## Supplementary Figure S2. NPA transcription is more prevalent in NPC than ESC.

NPA transcription in ESC and NPC samples across mouse chromosomes as depicted by 1) positive probes 2) number of transfrags normalized to chromosome length 3) transfrag coverage (sum of all transfrags' lengths) 4) transfrag coverage normalized to chromosome length. Positive probes are those above noise threshold with NPA/PA intensity ratio  $\geq 1$ . They represent a measure of NPA transcription before transfrag analysis. Chromosome length was extracted from the UCSC chromInfo table.

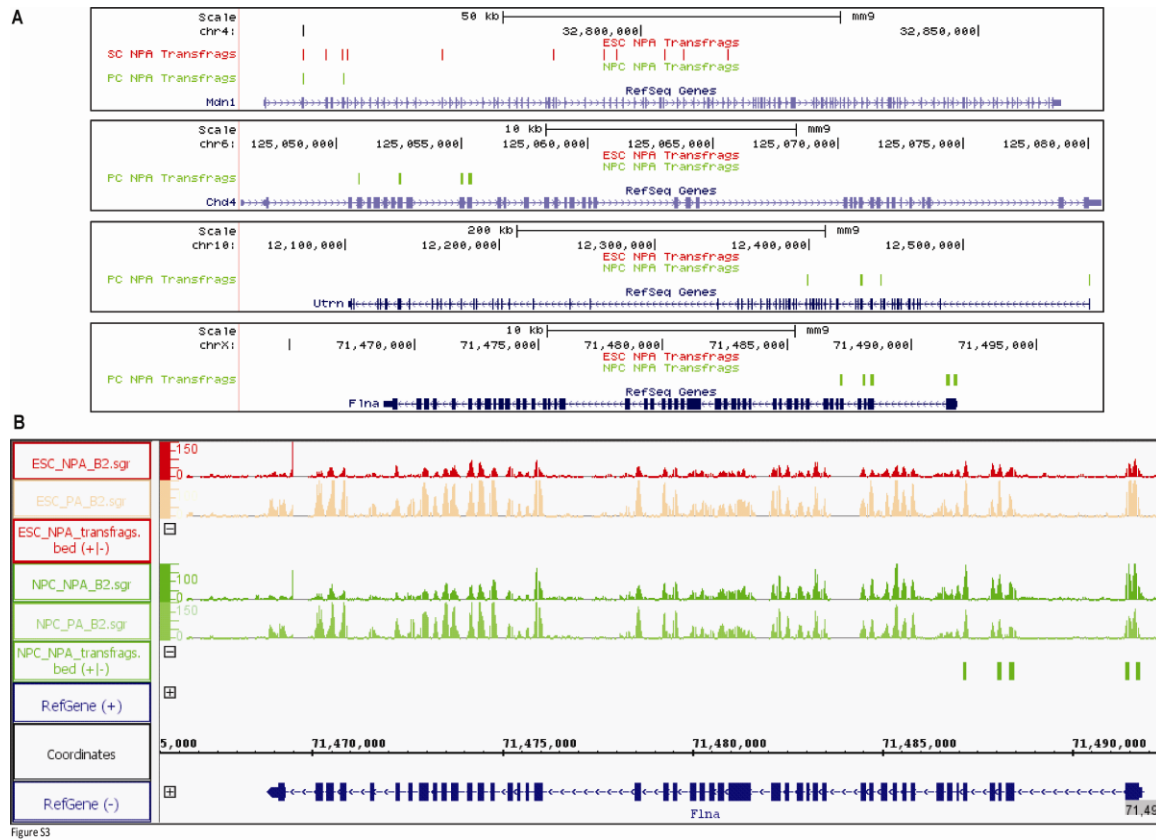

## Supplementary Figure S3: Examples of bias of NPA transfrag overlap with 5' exons of protein-coding genes.

(A) Schematic view of chromosomal location of NPA transfrags from ESCs (red) and NPCs (green) overlapping 4 gene regions of protein-coding genes: *Mdn1*, *Chd4*, *Utrn* and *Flna*. To

generate these figures ESC NPA transfrags and NPC NPA transfrags were uploaded as custom tracks to UCSC Genome Browser. Details on how to generate a similar session with the data can be found in Supplementary File 1.

**(B)** Normalized tiling array probe signal intensities (on an arbitrary scale of 0-150) along the genomic region on chrX of the *Flna* gene. The polyadenylated (PA) and non-polyadenylated (NPA) RNA fractions from ESCs (top, reds) and NPCs (middle, greens) are shown. The NPA transfrags compiled from the tiling array probe data are shown in similar color scheme. In this example, only the NPC sample contains NPA transfrags (green boxes), which are overlapping exons located at the 5' end of the *Flna* gene as indicated by the arrows on the gene annotation. Peaks in probe intensities are also highly correlated with gene exons and not introns. The Integrated Genome Browser (IGB) was used to generate this figure and .sgr and .bed files can be found at <http://meshorerlab.huji.ac.il/resources/NPA-RNA>.

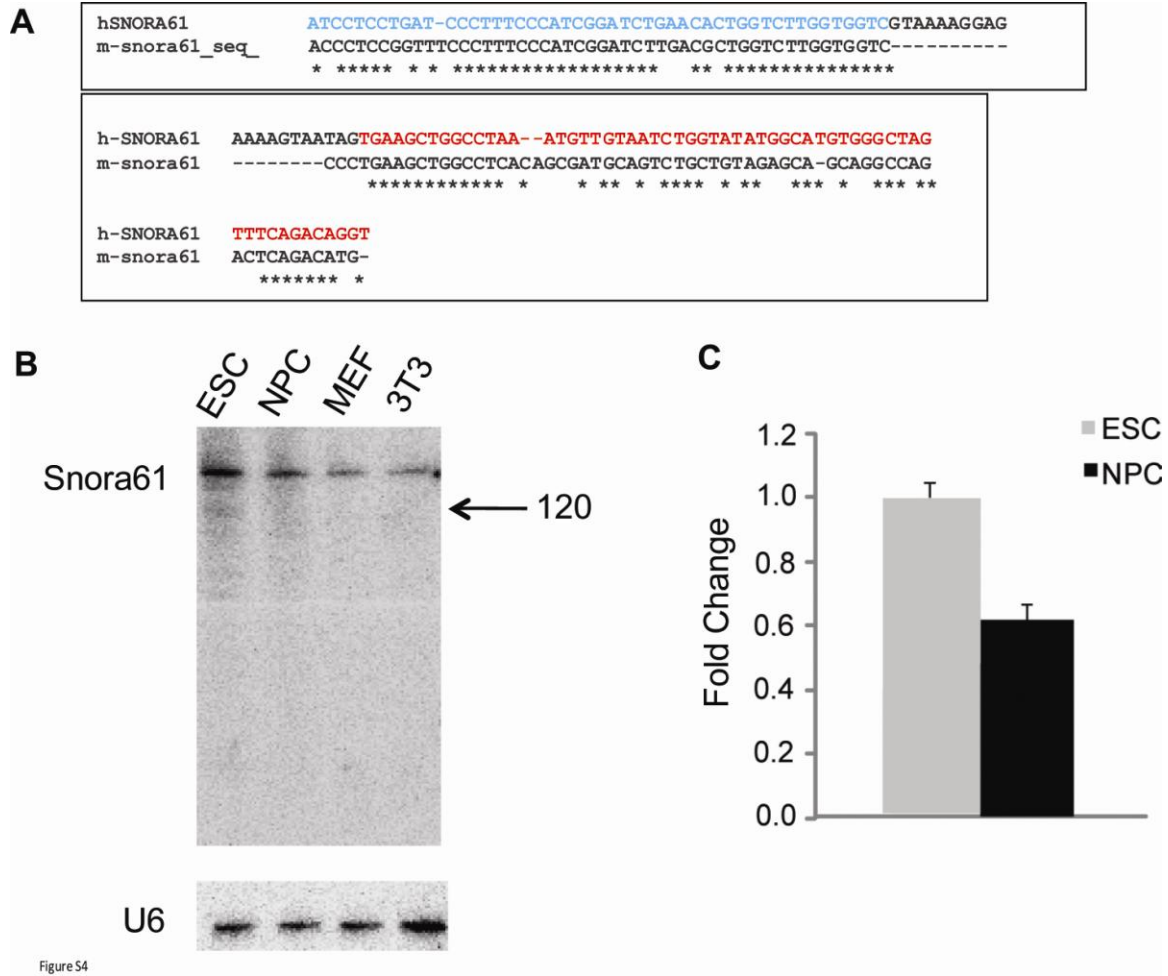

#### Supplementary Figure S4: Snora61 annotation correction.

(A) Blast alignment of the NPA transfrag (m-snora61\_seq\_) upstream of annotated mouse *Snora61* gene to the 5' end of human SNORA61 gene (top box) and the annotated mouse *Snora61* itself (m-snora61) to the 3' end of the human snoRNA (bottom box). (B) Northern blot with probe against m-snora61\_seq\_ in ESCs, NPCs, MEFs and 3T3 cells shows a single ~120nt product in all cell types. *U6* probe is used as loading control. (C) qPCR of m-snora61\_seq\_ NPA transfrag in ESC and NPC shows ~40% decrease in expression during differentiation.

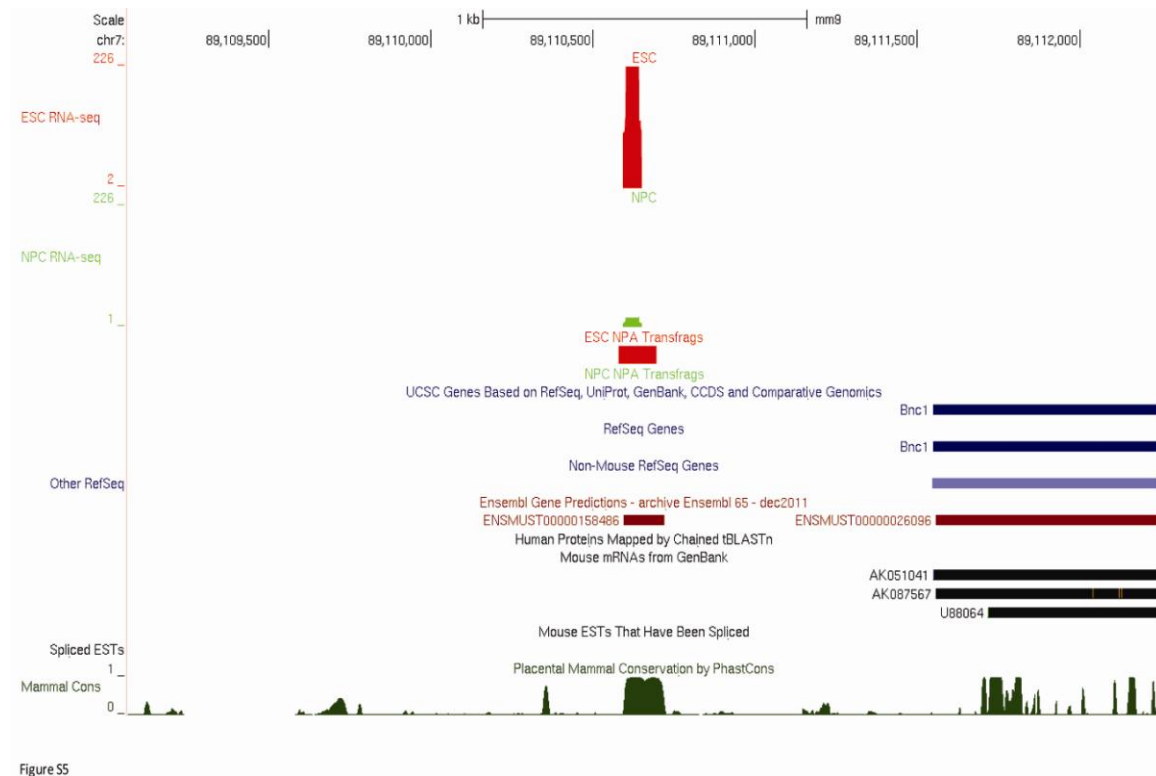

### Supplemental Figure S5: Example of high conservation of novel snacRNA.

Genomic region of novel snacRNA on chromosome 7 of mm9 annotation in UCSC Genome Browser. Custom tracks for NPA RNA-seq mapped reads and NPA transfrags in ESCs (red) and NPCSSs (green) show detection of NPA transcription from ESC sample in the intergenic space next to the *Bnc1* gene. 

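The SNORA74 gene beside *Bnc1* had 226 reads in ESCs (exact Poisson 95% interval 197 to 257) and 17 in NPCs (9.90 to 27.2), with 0 on the opposite strand. The ESC value in RPM was 13.7 times the NPC value (8.36 to 23.9). These counts are uncertain. The reads had 8 distinct sequences, and all 8 also occur in the SNORA74 gene in *Snhg4* on chromosome 18, where 1436 ESC reads and 312 NPC reads were placed. Over both places together there were 1662 reads in ESCs and 329 in NPCs, and the NPC value was 0.192 times the ESC value (0.170 to 0.216). Exons of *Bnc1* itself had 2 reads in ESCs and 0 in NPCs.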

Neither the Refseq Genes and UCSC Genes (top, blues) nor the mRNA and EST tracks (bottom, black) have any evidence of gene annotation in this region. Also, no human proteins share homology with this region (Human Proteins Mapped by Chained tBlastn track) and there is no documented homology to Refseq genes from other organisms as indicated by the Non-Mouse Refseq Genes track. The ENSEMBL gene prediction track contains a prediction of a non-coding RNA at the same location as the NPA transfrag, which is observably highly conserved (bottom, dark green).

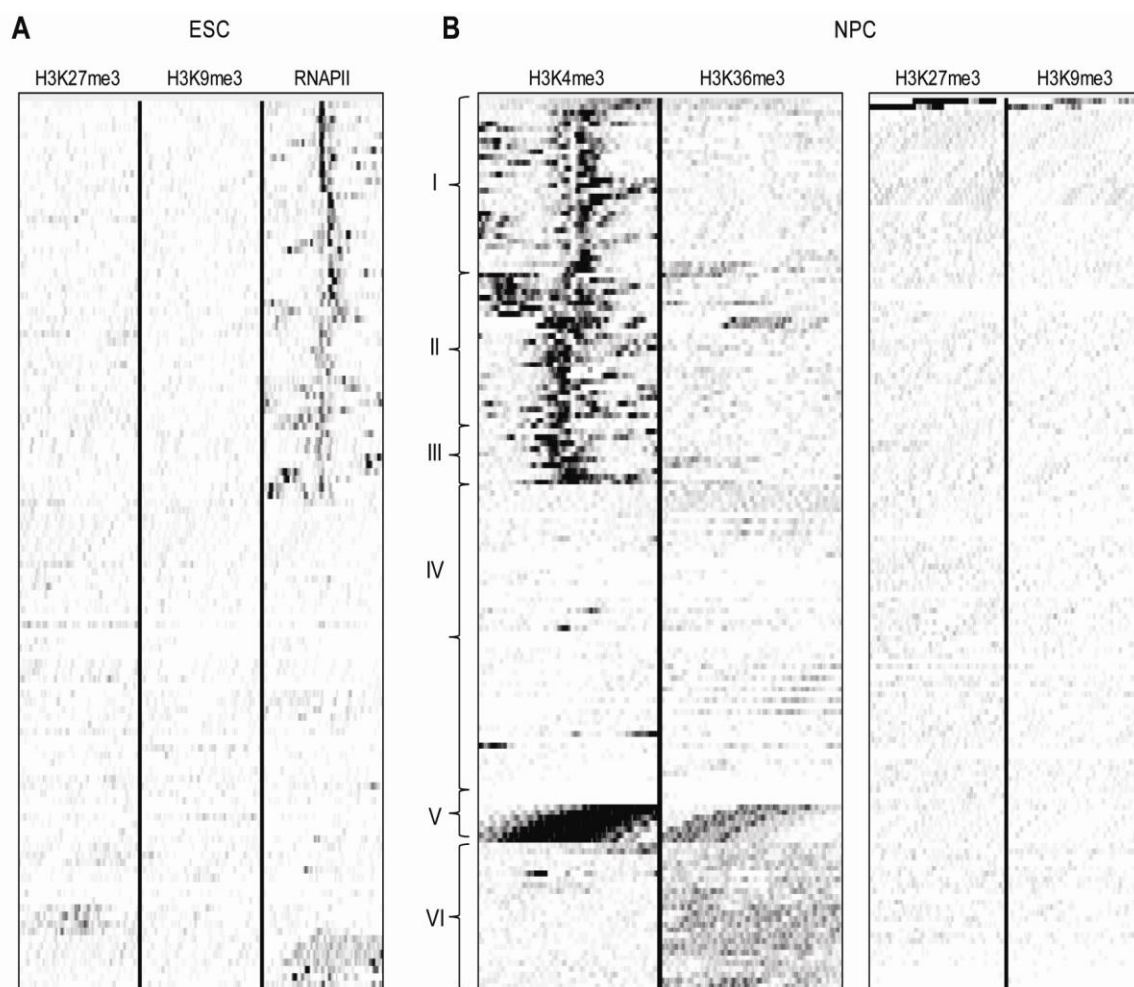

Figure S6

**Supplementary Figure S6. Epigenetic profile of non-polyadenylated histone and snacRNA genes.**

(A) Mapped read densities from ESC sample of H3K27me3, H3K9me3, and RNAPII in a window of 10 kb around a set of center-aligned histone genes and snacRNAs shows no enrichment of these histone modifications. (B) Mapped read densities from NPC sample of H3K4me3 and H3K36me3 (left) and H3K27me3 and H3K9me3 (right) in a window of 10 kb around a set of center-aligned histone genes and snacRNAs. K-means clustering and generation of heatmap were performed using seqMINER 1.2. The 6 major epigenetic profiles resulting from clustering the H3K4me3 and H3K36me3 read densities are numbered from I-VI (see Figure 7).

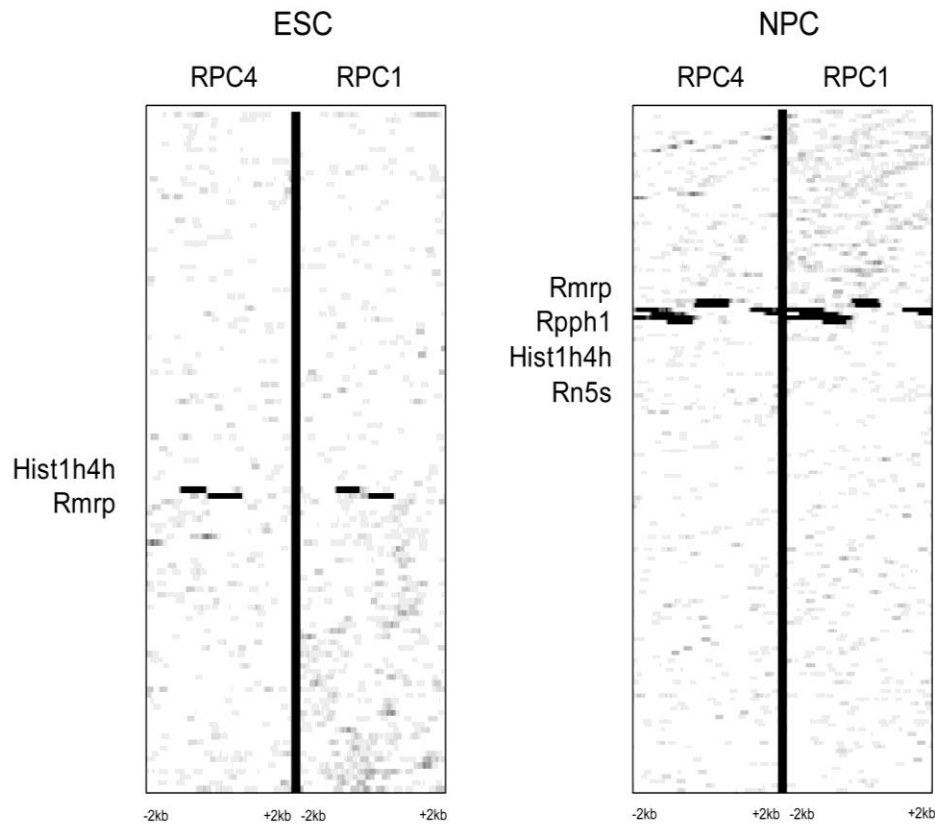

Figure S7

**Supplementary Figure S7: RNA Polymerase III distribution at snacRNA sites.**

Binding densities of RNAPIII subunits, *RPC1*, and *RPC4*, in the 2kb vicinity of intergenic snacRNAs and histone genes found in ESCs (left) and NPCs (right) respectively. Regions with higher binding densities (black clusters) are depicted by overlapping gene name. *Rmrp* and *Rpph1* are known Pol III transcripts. *Hist1h4h* is ~0.5 kb downstream to a predicted tRNA transcript. *Rn5S* is a predicted 5S ribosomal precursor RNA.

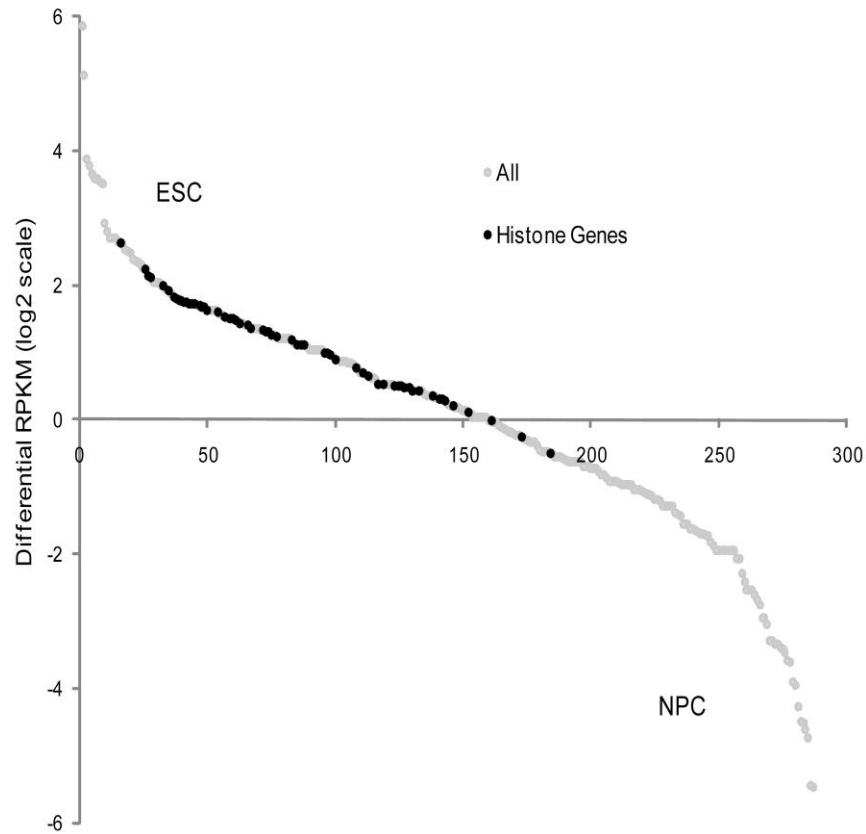

Figure S8

**Supplementary Figure S8. Differential expression of NPA transfrags overlapping histone genes shows enrichment in ESCs.**

Differential RPKM values (log scale) per histone gene sorted from highest (ESC enriched) to lowest (NPC enriched).

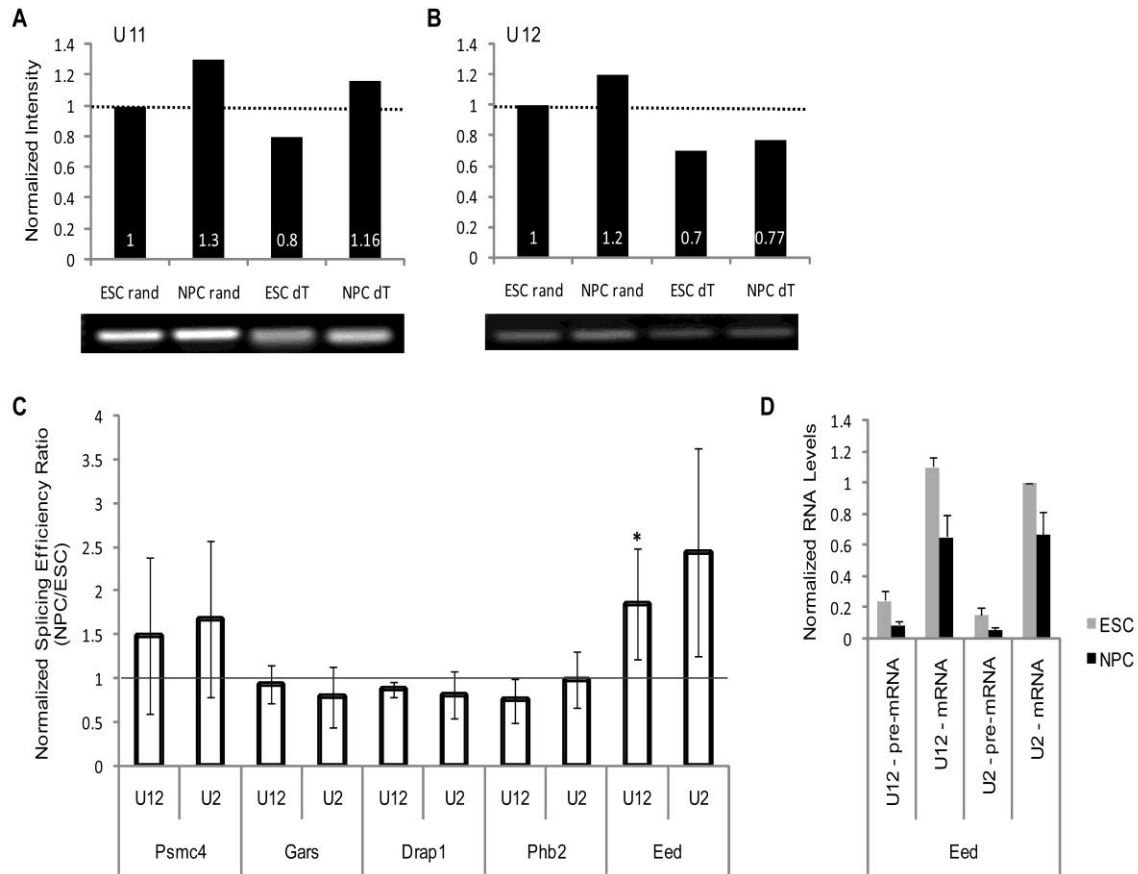

Figure S9

**Supplementary Figure S9. Functional analysis of the minor spliceosome in ESCs and NPCs**

(A-B) Semi-quantitative RT-PCR of *RNU11* and *RNU12* genes in ESCs and NPCs, respectively, shows higher expression levels in NPCs. Reverse transcription with random primers shows a higher signal for both U11 and U12 snRNAs than the oligo(dT) primers indicating enrichment of non-polyadenylated RNA forms of these genes. (C) Normalized splicing efficiency ratios (NPC/ESC) of 5 U12 intron-containing genes. Splicing efficiencies were measured as the ratio between mRNA to pre-mRNA product as measured by primers around the U12 intron or nearby internal U2 intron control region. *Eed* showed significant increase in splicing efficiency in NPCs ( $p < 0.02$ , Student's t-test). Error bars depict standard deviations of triplicate measurements.

**(D)** Normalized RNA levels of Eed mRNA and pre-mRNA as measured around the U12 intron and nearby internal U2 intron. U2 mRNA level in ESCs was set to 1 and the rest were normalized against it, to show a significant down regulation of *Eed* expression in NPCs compared to ESCs. Error bars depict standard deviations of triplicate measurements.

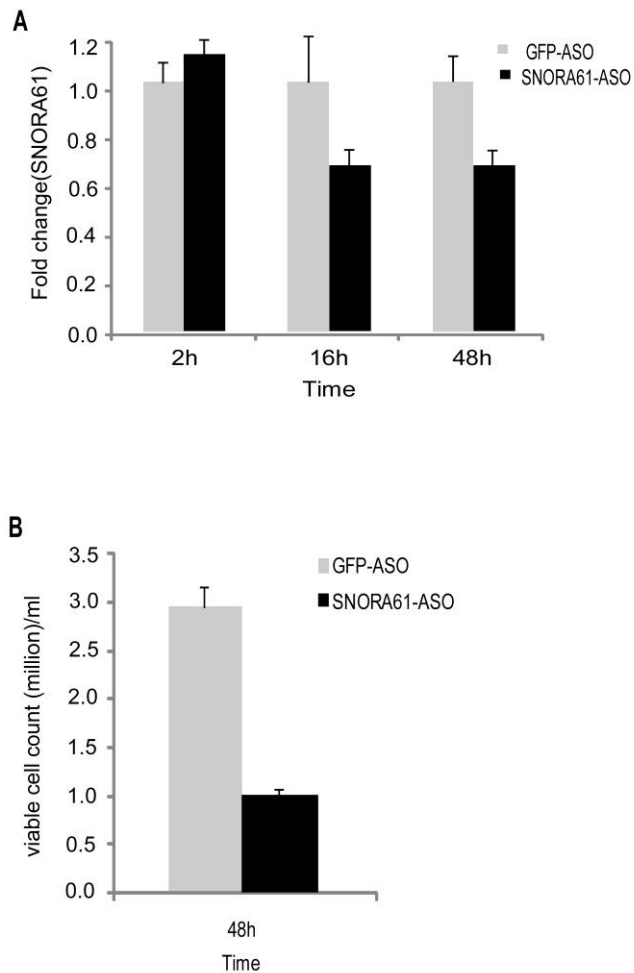

Figure S10

**Supplementary Figure S10: SNORA61 knockdown results in decreased cell viability.**

(A) *SNORA61* knockdown levels by SNORA61-ASO (2-*O*-methylated antisense oligonucleotides) in R1 ESCs. The figure shows expression levels of *SNORA61* in R1-ESCs before knockdown and after 16hrs and 48hrs post transfection. (B) Effect of *SNORA61* knockdown on cell viability at 48hrs post transfection.

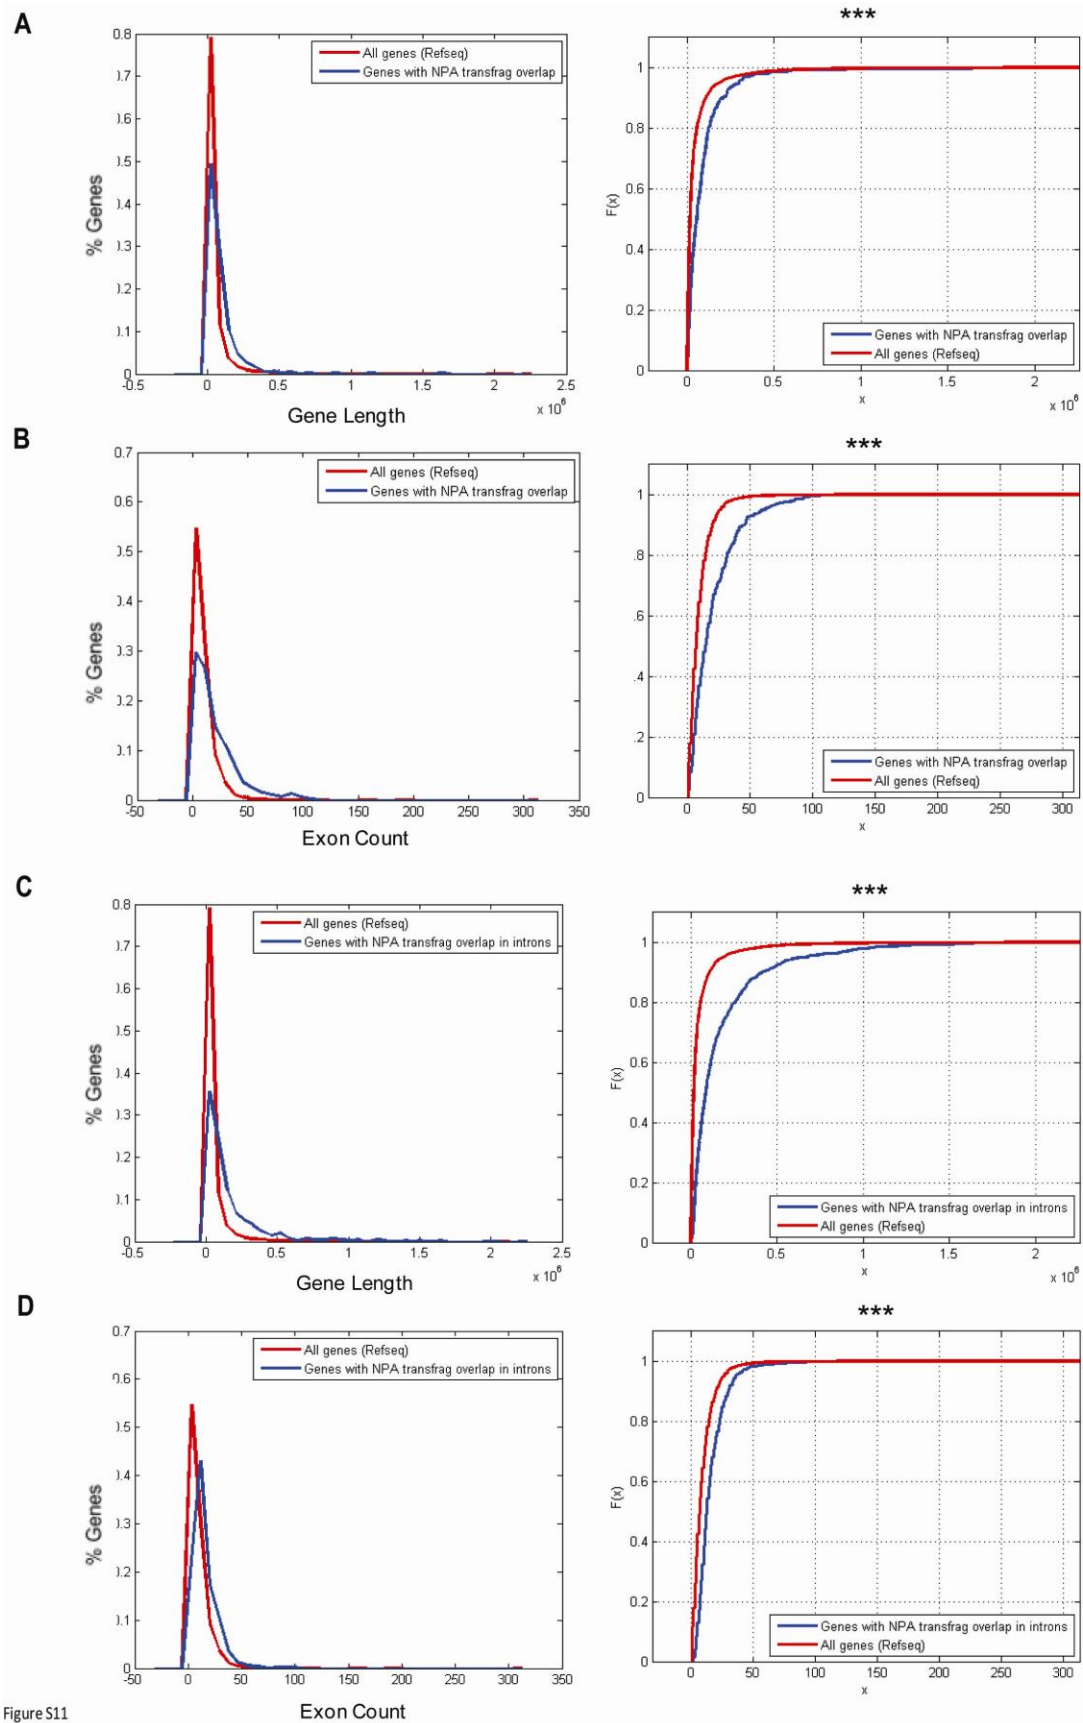

### Supplementary Figure S11: Genic NPA transfrags are associated with longer transcripts.

Gene length and exon count distributions of genes containing NPA transfrags within their exons (A-B) and introns (C-D) (blue) compared to the background distribution of all genes (red).

Cumulative distribution plots (CDF) on the right depict the overall difference between the distributions, which are all statistically significant (Kolmogorov-Smirnov test,  $p < 10^{-10}$ ), marked with '\*\*\*'.

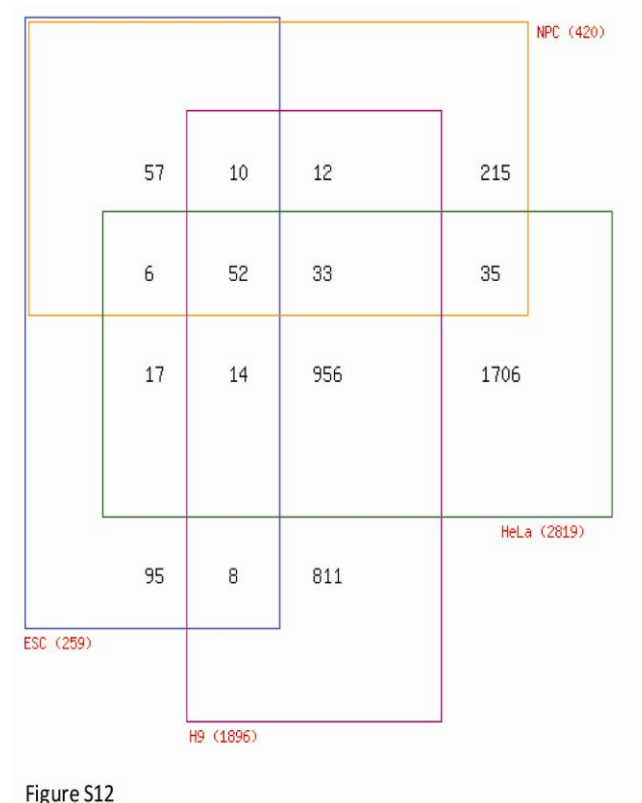

### Supplementary Figure S12. Intersection analysis of NPA genes from this paper with previous work done by Yang et al.

4-way Venn diagram of intersections between genes found in ESCs and NPCs to include some region of NPA transcription in this analysis (overlapping NPA transfrags) and genes termed NPA or “bimorphic” according to Yang. et al.’s study on human ESC and HeLa cells. Total numbers of

genes examined are in red parenthesis next to each relevant cell type. Black numbers depict number of genes that are common to the intersecting groups. Gene intersection was calculated based on gene names.

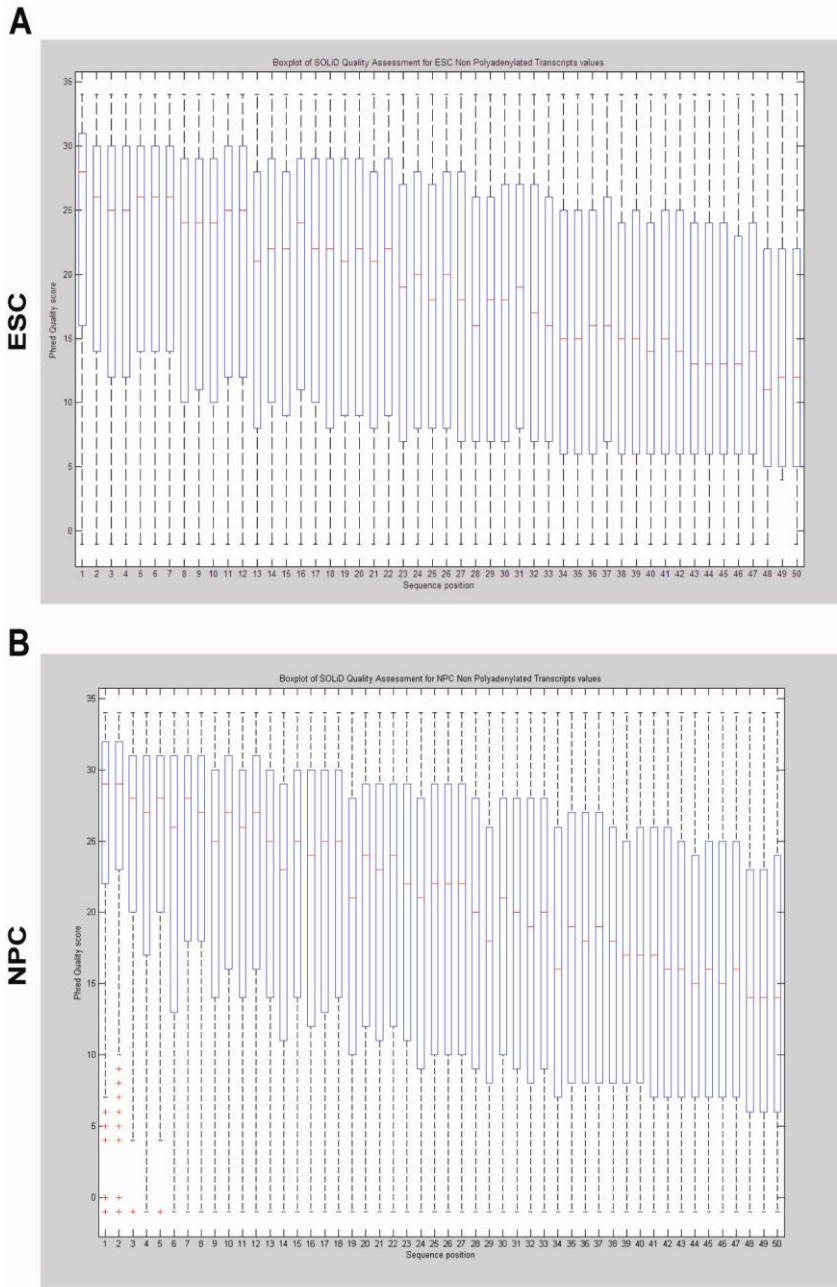

Figure S13

**Supplementary Figure S13: Boxplot quality scores of the first 1 million reads in ESCs (A) and NPCs (B).**

How the deposited data were processed for this re-analysis (not part of the article)

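NPA RNA of R1 ESCs and of NPCs at day 7 was sequenced strand-specifically, with 1 library per cell type. The authors removed poly(A) RNA in 3 rounds and ribosomal RNA in 1 round, made libraries from 2 µg of RNA with fragments of 150 to 250 bp and 15 PCR cycles, and aligned the reads to mm9 with Bowtie without requiring a unique placement. They then filtered out mitochondrial, ribosomal and repeat reads, and deposited a list of read placements for each library, with chromosome, start, end, strand and sequence, 1 line per read. The files were checked and held 0 reads on the mitochondrial chromosome. Intervals shorter than the 48 nt of sequence made up 3.77% of the reads in ESCs and 4.23% in NPCs. At 1297 placements in ESCs and 1506 in NPCs, both a left and a right piece of the sequence were present, and all pieces were kept as separate reads. The plus strand held 58.1% of the reads in ESCs and 53.2% in NPCs. The tiling arrays, the microarrays and the quantitative PCR of the paper were not analysed here.

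Reads were joined into clusters when they overlapped by at least 1 base on the same strand in the pooled libraries. Of 961373 clusters, the 96817 with at least 10 reads were kept, and the 10 with the most reads held 10.4% of the reads in ESCs and 3.76% in NPCs. Clusters were assigned to histone genes, exons of ncRNA genes, exons of protein-coding genes, other exons, introns or the space between genes, in this order, from the 37310 genes of GENCODE release M1. Gene counts are reads on the strand of the gene that overlap its exons by at least 1 base, and totals over several genes count each read once. The 48 nt of each read were looked up on both strands of mm9 to tell whether they occur once. RPKM was computed from the same counts, the length of the cluster and the library total. Log2 ratios of NPC to ESC over lists and clusters add 1 read in each library, and those of single loci add none, except that the alternatives for U11 and U12 also add 1 read.

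With 1 library per cell type no test between cell types was made. Counts are given with exact Poisson 95% intervals, shares with Clopper-Pearson intervals, and ratios with conditional binomial intervals that compare the libraries. A count of 0 was treated as up to 3 reads. Medians of lists have binomial order-statistic intervals and are set beside 10000 random lists of the same size, drawn from the 100 genes nearest in mean expression to each gene. Genes and clusters are named by a fixed rule. It takes every gene the paper names for these libraries, the 5 clusters with the most reads in each library, and the 5 with the highest log2 ratio in each direction among clusters with at least 100 reads in one of the libraries. Not every cluster that the rule picks is reported. *Lama1*, the other U12 genes and the marker genes were added after their values were seen.

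Marker lists for pluripotency, neural progenitors, extraembryonic endoderm and fibroblasts were written after the clusters with the highest ratios had been seen. The pluripotency list had a median log2 ratio of -1.33 (-2.16 to -0.18) over 11 genes, 10 of them higher in ESCs. The other lists are reported in the closing section.

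Alternatives counted each start position and strand once, scaled by the reads outside the 10 clusters with the most reads or by the median of ratios over 40182 clusters (NPC over ESC 1.23), assigned reads by their 5′ end, counted both strands over the 5′ and 3′ parts of genes, added 0.5 read, joined gaps of up to 40 bases, kept clusters with at least 50 reads, used an RPKM of 10 as threshold, or thinned the deeper library. The counts and lists were tested on simulated data for 11755 genes, where all 200 genes changed 4-fold were found more than 2-fold apart, along with 22 unchanged genes. Of 600 simulated regions 0 were miscounted, and 968 of 1000 simulated intervals held the true ratio. The work used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, numba 0.67.0, pysam 0.24.0, SAMtools 1.23.1 and matplotlib 3.10.9.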

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

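The marker lists and the test on the neural progenitor list were chosen only after the clusters with the highest ratios had been seen.

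A signal appeared in genes the paper does not discuss. Clusters far higher in NPCs included *Gata6*, *Col4a2* and *Lama1*, and the 20 genes of a list for extraembryonic endoderm had 4831 reads in ESCs (0.113% of the library) and 82548 in NPCs (1.88%). All 20 were higher in NPCs, although *Amn*, with 7 and 12 reads, was not beyond counting error. The median log2 ratio was 4.55 (4.10 to 5.21), above all 10000 matched random lists, whose highest median was 1.21. Leaving out the 4 genes seen before the list was written gave 4.48 over 16 genes, where the highest random median was 1.44. The most abundant were *Col4a1* (856 reads in ESCs, 20753 in NPCs), *Sparc* (1151 and 13828), *Lamc1* (1256 and 12622), *Lamb1* (585 and 10367), *Lama1* (427 and 10346) and *Col4a2* (321 and 9596). *Gata4* had 61 and 1179 reads, *Gata6* 8 and 459, *Sox17* 8 and 383, *Afp* 1 and 141 and *Ttr* 0 and 37. ESCs had at least 10 reads for 10 of the 20 genes, and no gene was in another list. Scaling by the median of ratios gave 4.30, which argues against a scaling shifted by a few abundant RNAs. The fibroblast list had a median of 0.012 (-2.14 to 1.54) over 10 genes. It cannot tell whether a lower share of ESCs raised the markers of other types alike. Its interval is wide, and the paper used mouse fibroblasts as feeders for the ESCs, whose RNA may be in the ESC library. The neural progenitor list had a median of 0.82 (-0.76 to 3.42) over 9 genes, 6 higher and 3 lower in NPCs, within the range of its random lists (-2.50 to 2.83). All 15 annotated genes of the list together had 1259 reads in ESCs and 579 in NPCs, with 879 and 134 at *Sox2*, while *Nes* had 66 and 121 and *Pax6* 1 and 12. Genes that go both ways leave open whether the library is of another culture than its label says. These values are consistent with RNA of extraembryonic endoderm cells in the NPC library, as a hypothesis. Expression of these genes in the NPCs themselves stays open and was not tested.

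A cluster on chromosome 17 from 39980109 to 39980976, which overlaps no annotated gene, had 67937 reads in ESCs (1.59% of the library) and 20021 in NPCs (0.455%). It was the second of all clusters by ESC reads. It is 868 nt long with a GC content of 63.5%, had reads starting at 527 positions in ESCs and 458 in NPCs, and lies 4071 nt from AY036118. In RefSeq for GRCm38.p6 the gene listed before AY036118 is the pseudogene *Rn18s-rs5*. Ribosomal RNA left by the filter was tested with the 332 rRNA genes of the annotation, and 0 of their 48-nt windows occur in the cluster. The longest of these genes has 148 nt, so longer ribosomal RNA was not covered by the test and cannot be told apart from another transcript. The cell type differs between the libraries, and a biological difference was not tested.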

How the results depend on the processing

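The alternatives with reads of unique sequence, annotated exons, at least 10 reads per gene, counts under 3 set to 3 and thinning by the median of ratios or by the totals outside the 10 clusters were chosen only after the data had been seen. All other alternatives were set before the data were examined. For genes that are mostly antisense, the first run used at least 10 reads per gene; the plan said genes with reads, so at least 1 read was used after both values had been seen. No paired analysis was possible because each cell type has 1 library.

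Counting each start position and strand once left 8 values and moved 27. The log2 ratios became -0.42 for *Snora61*, -0.66 for *Rmrp*, -0.66 for *Rpph1*, -1.08 for the snacRNA and -0.73 for U12. The share of *Snora61* became 0.00389% of ESC reads, minor-strand reads 0.301% in ESCs and 0.251% in NPCs, and antisense reads 0.686% and 0.489%. The median log2 ratio of 5′ to 3′ parts of genes became -0.33 in ESCs and -0.51 in NPCs. On the log10 scale, ncRNA exons exceeded coding exons by 0.184 and 0.0664, and histones by 0.654 and 0.382. The histone median became -0.81 with 0 genes higher in NPCs, and the H/ACA median -0.65 with 3, while 22 C/D genes were higher. No cluster (0) was over 80-fold apart, the largest fold was 39.7, 8041 clusters were over 2-fold higher in NPCs and 5903 in ESCs, and 48890 clusters were transcribed in ESCs, a ratio of NPCs to ESCs of 1.22. This setting caps counts at the number of start positions in a region.

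With the total outside the 10 clusters with the most reads, 15 values kept their size and these moved: *Snora61* -2.75, *Rmrp* -0.99, *Rpph1* -2.91 and 1 histone gene higher in NPCs. With the median of ratios the log2 ratios were -2.91, -1.14 and -3.06, U12 was at -1.73, the H/ACA median at -1.88 and the C/D median at -0.57, 1 histone gene and 5 H/ACA genes were higher in NPCs, and 8 clusters were over 80-fold apart. The median of all genes was 0.34 with all reads, 0.23 with the total outside the 10 clusters, 0.079 with the median of ratios and 0.0058 with each start position counted once. Of the clusters over 2-fold apart, 73.2% were higher in NPCs with all reads and 61.1% with the median of ratios. Among the other classes of ncRNA, the lincRNA median of 0.18 fell to -0.08 with the median of ratios and -0.05 with each start position counted once, and the miRNA median of -0.15 rose to 0.26 with reads of unique sequence. The intervals of these medians include 0. With each start position counted once, the miRNA median was -0.41 (-0.55 to -0.27) with 21 of 25 genes lower in NPCs, which excludes 0. This median lay at percentile 16.59 of its matched random lists, which spanned -1.17 to 0.90, so miRNA genes were not set apart from matched genes.

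With reads of unique sequence, *Snora61* was at -2.74 and 1.89% of ESC reads, *Rmrp* at -0.97, *Rpph1* at -2.89 and U12 at -2.33. Minor-strand reads in ESCs were 0.107%, and antisense reads 0.358% in ESCs and 0.240% in NPCs. Histones exceeded coding exons by 0.790 in ESCs and 0.367 in NPCs, and ncRNA exons by 0.386 in NPCs. There were 12 histone and 37 C/D genes higher in NPCs, the C/D median was -0.55, and the ratio of transcribed clusters was 1.19. The snacRNA has no value there, since it has no read of unique sequence.

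With annotated exons, ncRNA exons lay below coding exons, by -0.251 in ESCs and -0.390 in NPCs, a change of sign, and histones exceeded coding exons by 1.92 and 1.45. With at least 10 reads per gene, 0.423% of genes in ESCs and 0.435% in NPCs were mostly antisense. Clusters with at least 50 reads gave minor-strand shares of 0.0468% and 0.0541%, and 5913 and 2105 clusters over 2-fold higher in NPCs and ESCs. Joined gaps gave shares of 0.128% and 0.138% and a ratio of transcribed clusters of 1.22. The 5′ end of reads gave antisense shares of 0.298% and 0.215%. Adding 0.5 read put 62 clusters over 80-fold apart, and thinning the deeper library gave a ratio of 1.16. Thinning it by the totals outside the 10 clusters with the most reads gave 1.12, and by the median of ratios 1.08. Except where stated, the cause was not tested. An RPKM of 10 as threshold, reads on both strands and counts under 3 set to 3 moved no value past its interval. The total outside the mitochondrial chromosome is not informative, since 0 reads lie there.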

Differences from the paper's values

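Counts under 3 set to 3, and the minimum of reads per gene for antisense, were chosen only after the values had been seen.

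In units of 1e+06 reads, the libraries held 4.27 in ESCs and 4.40 in NPCs, against the paper's more than 9 mapped per sample. No alternative applies to this total. The deposited reads are those left after the authors' filters, and the paper's number is of mapped reads. The sets therefore need not be the same. The paper's own count and share of reads for the *Snora61* transfrag correspond to a total of 4.42 in the same units.

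The largest fold between the libraries was 239.8 with 1 read added, against the paper's 80. The regions differ, since the paper's value is over snacRNAs, ncRNA genes and histone genes, and the value here is over all read clusters, at a cluster in an exon of *Aqp8* with 0 reads in ESCs. It depends on the added read and is no estimate of the fold. Against 3 reads the fold is at least 79.6, with a lower limit of the counting interval of 64.3, so a fold beyond the paper's is not shown. The alternatives set before the data were examined do not settle the comparison, since their largest fold also lies at a cluster with 0 reads in ESCs and is set by the added read: 39.7 with each start position counted once, 223 with the total outside the 10 clusters with the most reads, 200.7 with the median of ratios, 479 with 0.5 read added, 240.8 with gaps joined, and 239.8 with at least 50 reads per cluster and with the total outside the mitochondrial chromosome. Counts under 3 set to 3, chosen after seeing the values, gave 83.8 (28.4 to 409), near the paper's value, with the ESC count taken as 3.

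The paper's 3% antisense is a share of transfrags. The shares here are of annotated genes, another unit, and were 3.43% in ESCs and 3.10% in NPCs with at least 1 read per gene, and 0.423% and 0.435% with at least 10. The first run used at least 10, and at least 1, the value nearer to the paper's, was adopted after both had been seen. With each start position counted once, which was set before the data were examined, *Snora61* held 0.00389% of ESC reads against the paper's 1.5%, and its log2 ratio was -0.42. This setting caps the count at the number of start positions, 60 in ESCs and 54 in NPCs. A low share and a small ratio therefore follow for any short abundant RNA, and the values do not speak against the paper's.

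The paper states that an NPA transfrag of the tiling array overlapped U11 in NPCs and not in ESCs. It also reports semi-quantitative PCR in which U11 and U12 were higher in NPCs. Neither the array nor the PCR was analysed here. In the RNA-seq reads U11 had 128 reads in ESCs and 77 in NPCs, and U12 1069 and 396. The paper ranks the *Snora61* transfrag highest by ESC reads among transfrags. Among all read clusters, which need not be transfrags, *Snora61* had 66344 reads, a cluster over *Snord22* 117420 and the cluster on chromosome 17 67937. The paper saw no apparent trend in the remaining major categories of ncRNA. Here all 19 snRNA genes with at least 10 reads were lower in NPCs, with a median log2 ratio of -1.29, and 15 of 20 scaRNA genes were. Other classes had medians whose intervals include 0 with all reads. Lower in NPCs were 26 of 48 miRNA genes (median -0.15) and 64 of 143 lincRNA genes (median 0.18). Of the genes typed as misc_RNA, 8 of 11 were lower (median -0.89, interval -2.47 to 1.19).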

Other observations

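The tests of other loci for U11 and for the snacRNA, and of the share of snoRNAs, were chosen only after the results had been seen.

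U11 had fewer reads in NPCs than in ESCs. The snoRNA genes took 8.66% of the NPC reads and 19.7% of the ESC reads, so a few abundant snoRNAs taking reads from other RNAs would lower U11 in ESCs rather than in NPCs. The log2 ratio of U11 was -0.96 with each start position and strand counted once, which argues against repeated copies of the same fragment. Of the reads at U11, 100% have a sequence that occurs once in mm9, which argues against reads of other loci. A difference between the cell types stays open, as does a difference between single libraries, since there is no replicate. For U12, 137 of 1069 ESC reads and 29 of 396 NPC reads had a sequence that occurs once.

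At the snacRNA beside *Bnc1*, 100% of the distinct read sequences also occur at another place of mm9, so reads of other loci with the same sequence stay open as the source of its reads. The log2 ratio over both places was -2.38. Whether the cell type changes the snacRNA itself was not tested.

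Over genes with at least 20 reads, the 5′ part of the exons had less coverage than the 3′ part in the median gene, with a log2 ratio of -0.40 (-0.44 to -0.36) over 9432 genes in ESCs and -0.62 (-0.66 to -0.58) over 9924 in NPCs. The 5′ part was higher in 3557 genes in ESCs and 3218 in NPCs, the 3′ part in 5874 and 6705. Reads per kb of exon in the 5′ part over the 3′ part were 1.07 in ESCs (0.888 to 1.28) and 1.09 in NPCs for *Mdn1*, 0.952 and 1.04 for *Chd4*, 0.613 (0.516 to 0.727) and 1.10 for *Utrn*, and 0.912 and 0.984 for *Flna*. The paper reports the other direction, with more overlap of transfrags at 5′ exons than at 3′ exons, and shows these named genes as examples. Its transfrags were filtered for NPA signal above PA signal. Read coverage is another measure, so the values here do not test the paper's bias. No biological explanation was tested.

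*Malat1* had 11734 reads in ESCs and 22988 in NPCs, a ratio of NPC to ESC of 1.90 (1.86 to 1.94). *Eed* had 302 and 422 reads, a ratio of 1.36 (1.17 to 1.58). Its log2 ratio of 0.44 had an interval of 0.22 to 0.66. This interval includes the median of all genes at 0.34, so relative to all genes no difference is shown for *Eed*. *Pou5f1* had 2623 and 724, *Actb* 7498 and 14592 and *Gapdh* 381 and 180. Of genes that the paper names beside the U12 introns, *Psmc4* had 286 and 596 reads, *Phb2* 473 and 562, *Gars* 644 and 1117 and *Drap1* 81 and 62.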
